# A Systematic Analysis of miRNA Transcriptome in Marek’s Disease Virus-Induced Lymphoma Reveals Novel and Differentially Expressed miRNAs

**DOI:** 10.1371/journal.pone.0051003

**Published:** 2012-11-30

**Authors:** Ling Lian, Lujiang Qu, Yanmei Chen, Susan J. Lamont, Ning Yang

## Abstract

Marek’s disease is a lymphoproliferative neoplastic disease of the chicken, which poses a serious threat to poultry health. Marek’s disease virus (MDV)-induced T-cell lymphoma is also an excellent biomedical model for neoplasia research. Recently, miRNAs have been demonstrated to play crucial roles in mediating neoplastic transformation. To investigate host miRNA expression profiles in the tumor transformation phase of MDV infection, we performed deep sequencing in two MDV-infected samples (tumorous spleen and MD lymphoma from liver), and two non-infected controls (non-infected spleen and lymphocytes). In total, 187 and 16 known miRNAs were identified in chicken and MDV, respectively, and 17 novel chicken miRNAs were further confirmed by qPCR. We identified 28 down-regulated miRNAs and 11 up-regulated miRNAs in MDV-infected samples by bioinformatic analysis. Of nine further tested by qPCR, seven were verified. The gga-miR-181a, gga-miR-26a, gga-miR-221, gga-miR-222, gga-miR-199*, and gga-miR-140* were down-regulated, and gga-miR-146c was up-regulated in MDV-infected tumorous spleens and MD lymphomas. In addition, 189 putative target genes for seven differentially expressed miRNAs were predicted. The luciferase reporter gene assay showed interactions of gga-miR-181a with *MYBL1*, gga-miR-181a with *IGF2BP3*, and gga-miR-26a with *EIF3A*. Differential expression of miRNAs and the predicted targets strongly suggest that they contribute to MDV-induced lymphomagenesis.

## Introduction

The miRNAs are small noncoding RNAs that act as a novel species of gene regulators, playing important roles in multiple biological processes, including growth, development, and differentiation [1], [2]. Generally, miRNAs negatively modulate gene expression by reducing mRNA stability and interfering with translation [3], [4]. In addition to reports on the direct role of miRNAs on protein-encoding genes, there are increasing numbers of recent studies on miRNA and cancer. Many miRNAs are aberrantly expressed in cancers. Some miRNAs act as oncogenes, while others show tumor suppressor activities [5], [6]. miRNAs mediate neoplastic transformation [7], and are strongly linked to lymphoma development in hematologic malignancies [8]–[10]. The profiling of miRNA expression is a useful tool for classifying various types of tumors by developmental lineage and differentiation state [11]. Recently, miRNAs were reported to be involved in virus-induced, in addition to non-infectious, forms of cancer [12], [13]. Oncogenic viruses have been implicated in a large proportion of neoplasms in animals, and they play key roles in molecular pathways of neoplastic transformation.

Marek’s disease (MD) is a highly contagious, lymphotropic, neoplastic disease. Although vaccines have been used since 1972, MD remains a serious threat to poultry health due to the increasing virulence of MDV under the pressure of vaccines [14]. Marek’s disease virus (MDV) induced MD lymphoma, a natural and rapid-onset T-cell lymphoma, is also an excellent biomedical model for virus-induced lymphoma [15], [16]. Recently, studies on host and virus miRNAs in the MD model system have been reported [17]–[23]. Burnside et al. (2008) identified miRNAs in MDV-infected chicken embryo fibroblasts (CEF) using deep sequencing technology [18]. In their study, 125463 high quality reads showed exact matches to the chicken genome, and 63 novel miRNA candidates were identified. Some host miRNAs, including gga-miR-let-7, gga-miR-199a-1, gga-miR-26a, gga-miR-181a, and gga-miR-16, were expressed at lower levels in MDV-induced tumors than non-infected spleens, indicating their potential importance in tumorigenesis. Yao et al. [21] investigated miRNA expression profiles in seven MDV-transformed cell lines by using microarray. Their study showed that several host-encoded miRNAs, including gga-miR-155, gga-miR-150, gga-miR-451, gga-miR-26a, and gga-miR-223, were down-regulated in all MDV-transformed cell lines compared to normal splenocytes, and nine MDV-1-encoded miRNAs were up-regulated in all of the MDV-transformed cell lines compared to the MDV-negative reticuloendotheliosis virus (REV)-T-transformed cell line AVOL-1.

Previous studies have mainly focused on miRNA profiles of MDV-infected CEF and MDV-transformed cell lines and expression of several individual miRNAs in MDV-induced splenic tumors. To date, there have been no reports of comprehensive miRNA expression profiles in lymphoma induced by MDV. Deep sequencing technology, with its high sensitivity, is highly suited for small RNA discovery [18],[24]. In the current study, we performed Solexa deep sequencing of MDV-infected and non-infected samples, including MDV-infected whole spleen (tumorous spleen) containing both tumor and non-tumor tissue, lymphoma isolated from MDV-infected liver, non-infected spleen, and non-infected peripheral blood lymphocytes, to elucidate repertoires of host and virus miRNAs. Our objective was to characterize miRNA involvement in pathophysiological processes of tumor transformation.

## Results

### Overview for Deep Sequencing

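The small RNAs of 4 samples were sequenced on the Solexa platform, with 1 library per sample. Chickens had been injected at 1 day of age with 2000 PFU of the GA strain of MDV or with diluent. The tumorous spleen, which held tumor and non-tumor tissue, and the MD lymphoma dissected from the liver came from 1 infected chicken at 46 days post infection. The controls were a non-infected spleen and peripheral blood lymphocytes of 2 non-infected chickens, all taken at 40 days. With 1 library per group there was no replicate to measure the spread between birds, so tests on the counts compared those libraries and not the conditions. The reads carried no molecular identifiers, and all intervals and limits cover counting error only. The authors deposited counts without normalization for 1255 sequences of 16 to 26 nt. The exact copies of each sequence were counted in every library, and 237 of the 243 sequences of known chicken miRNAs were the most frequent listed sequence of their miRNA in at least 1 library. The filters of the authors' ACGT101-miR processing, which dropped short, long, low-copy and low-complexity sequences and matches to other RNA classes, were already applied to these counts. The sequences summed to 1186359 counts in tumorous spleen, 1202634 in MD lymphoma, 1520235 in non-infected spleen and 3450361 in non-infected lymphocytes. The cleaned sequences of Table 1 numbered 5053152, 4662738, 5557171 and 6894509 in the same order, so that the listed sequences held 23.5%, 25.8%, 27.4% and 50.0% of them. Counts of known chicken miRNAs alone made up 20.1%, 18.9%, 26.1% and 47.1% of the cleaned sequences. The 5 most abundant miRNAs took between 72.0% and 77.1% of the known miRNA counts of a library, led by gga-let-7f in 3 libraries and by gga-let-7a in non-infected spleen. The cleaned sequences of Table 1 were used as library totals, and values are given as counts per 10000 cleaned sequences. Counts of the listed sequences of the same miRNA were added, which gave 188 known chicken miRNAs. Less frequent isomiRs were not listed, whereas the paper pooled all isomiRs of a miRNA. For the 49 miRNAs with pooled counts of all 4 libraries in the paper's tables, the listed counts were 64.4%, 71.1%, 66.2% and 61.1% of the paper's pooled counts. A count of 0 was read as a limit of 3 counts, or between 0.00435 and 0.00643 counts per 10000 cleaned sequences.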

Raw data was processed as described in the Materials and Methods section. The overview of distribution of count percentage and numbers, from raw data to cleaned sequences, is shown in Table 1. MDV-infected tumorous spleen and MDV-induced lymphoma from liver were enriched in mRNA, RFam, and Repbase (13.88% and 12.81% by counts, respectively) compared to non-infected spleen and lymphocytes (2.61% and 2.12% by counts, respectively). Based upon the alignment results (see Materials and Methods for details), sequences were classified into known miRNAs and three groups of novel miRNA candidates. Subgroup1, which we considered novel 5p- or 3p-derived miRNA candidates, contains sequences mapped to the 5p or 3p arm of the pre-miRNA hairpin opposite to the annotated mature miRNA-containing arm. Subgroup2 includes miRNA candidates mapped to vertebrate or herpesvirus (except chicken or MDV) precursor miRNAs. Subgroup3 includes miRNA candidates not mapped to vertebrate or herpesvirus miRNA precursor, but mapped to the chicken or MDV genomes; and the extended genome sequences forming hairpins. The number of known miRNAs and novel miRNA candidates is listed in Table 2. 

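Known chicken miRNAs with at least 3 counts numbered 161 in tumorous spleen, 142 in MD lymphoma, 146 in non-infected spleen and 162 in non-infected lymphocytes. The minimum count moved these numbers more than depth did. At a minimum of 10 counts they were 125, 110, 118 and 129. After the libraries were thinned to the total of MD lymphoma, the smallest one, the expected number in non-infected lymphocytes was 149.5. Candidates were counted by name, with the counts of a candidate's sequences added. Subgroup1 had 46, 39, 45 and 62 candidates with at least 3 counts in the 4 libraries, and subgroup2 had 106, 90, 87 and 124. In subgroup3 there were 512 candidates in tumorous spleen, 143 in MD lymphoma, 63 in non-infected spleen and 210 in non-infected lymphocytes. The candidates of all subgroups held 77708 counts in tumorous spleen, 54646 in MD lymphoma, 69358 in non-infected spleen and 200012 in non-infected lymphocytes.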

The size distribution was analyzed and was not significantly different in the four libraries. 

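Weighted by counts, sequences of 22 nt made up 73.5% of the listed sequences in tumorous spleen, 64.7% in MD lymphoma, 80.9% in non-infected spleen and 83.2% in non-infected lymphocytes. The shares at 21 to 23 nt were 95.2%, 93.5%, 96.9% and 96.9%. Sequences of 23 nt took 27.3% of the counts in MD lymphoma and 16.8% in tumorous spleen, against 9.51% in non-infected spleen and 10.4% in lymphocytes. Between MD lymphoma and non-infected spleen, 21.3% of the counts would have to change length for the 2 distributions to coincide. The corresponding value was 9.41% between tumorous spleen and non-infected spleen and 3.36% between the non-infected libraries. The miRNA candidates were more spread in length than the known miRNAs. Of their counts, between 47.8% (MD lymphoma) and 78.3% (lymphocytes) lay at 21 to 23 nt. Of the subgroup3 sequences in tumorous spleen, 84.7% were 16 to 20 nt long, compared with 57.5% in MD lymphoma, 39.1% in non-infected spleen and 61.9% in lymphocytes.

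**Figure D1:**
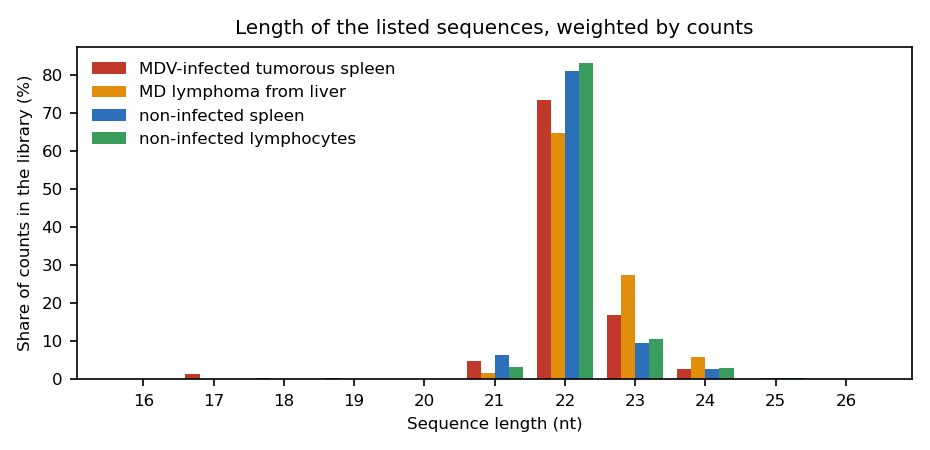
Share of the counts in each library (percent, vertical axis) by length of the listed sequence (nt, horizontal axis), with 1 bar per library and length. The bar at 22 nt is the tallest in every library, and the bar at 23 nt is tallest in MD lymphoma at 27.3%.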

The majority of the reads were 21–23 nt, with 22 nt as the most frequent size (Figure 1).

**Figure 1:**
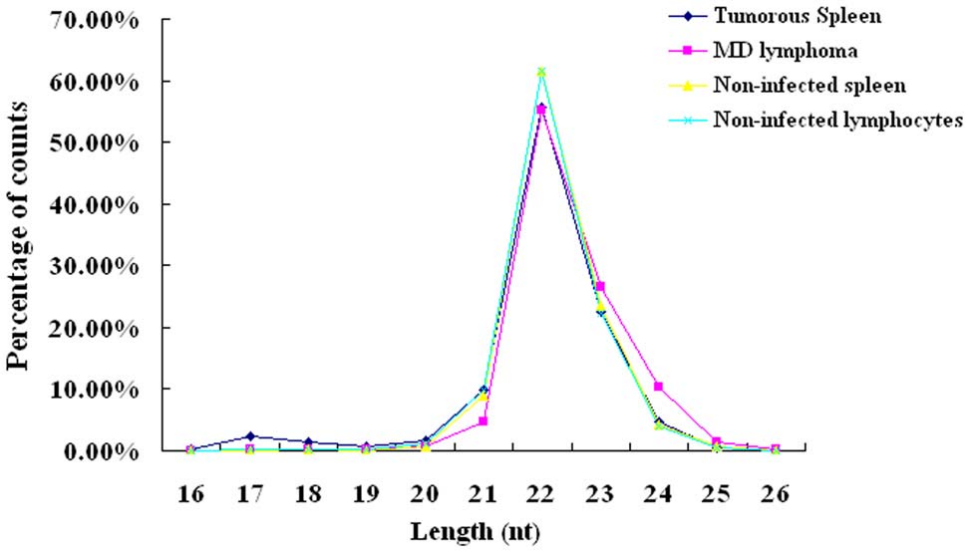
Size distribution of known miRNAs and novel miRNA candidates.

**Table 1:** Overview of reads from raw data to cleaned sequences.

		MDV-infected				Non-infected			
RNA class	% average	Tumorous spleen		Lymphoma(liver tumor)		Spleen		Lymphocytes(peripheral blood)	
		# counts	%	# counts	%	# counts	%	# counts	%
Raw data	\	7,764,498	100%	6,356,397	100%	6,362,545	100%	7,596,330	100%
Adapter dimer filter^a^	0.48	76,808	0.99	42,924	0.68	3,715	0.06	15,123	0.2
Junk filter^b^	1.01	26,945	0.35	23,507	0.37	196,229	3.08	16,743	0.22
Length filter^c^	5.98	801,493	10.32	460,394	7.24	238,932	3.76	196,453	2.59
Simple sequence filter^d^	0.07	8,646	0.11	5,976	0.09	1,840	0.03	3,708	0.05
Copy#<3	5.48	719,700	9.27	346,675	5.45	198,874	3.13	308,433	4.06
mRNA,RFam,Repbase^e^	7.86	1,077,754	13.88	814,183	12.81	165,784	2.61	161,361	2.12
mRNA^f^	0.22	39,164	0.50	16,057	0.25	2,783	0.04	5,189	0.07
rRNA^g^	2.90	390,752	5.03	317,444	4.99	76,257	1.20	28,290	0.37
tRNA^g^	0.73	102,413	1.32	54,516	0.86	13,871	0.22	41,056	0.54
snRNA^g^	0.54	48,209	0.62	93,853	1.48	2,003	0.03	2,205	0.03
snoRNA^g^	0.17	22,641	0.29	9,178	0.14	2,936	0.05	13,480	0.18
Repeats^h^	5.34	799,335	10.29	495,391	7.79	117,624	1.85	106,753	1.41
Cleaned sequences	79.14	5,053,152	65.1	4,662,738	73.4	5,557,171	87.34	6,894,509	90.76

a Adapter dimer: 5′ ADT, 3′ ADT & 5′ ADT and 3′ADT joined together without insertion.

b Junk sequence: 80% of A, or C, or G, or T, or 3N; 10 repeats of dimer, 6 repeats of trimer, or 5 repeats of tetramer; 7 consecutive A, 8 consecutive C, 6 consecutive G or 7 consecutive T; contained only A and C or only G and T.

c Sequences with length <16 nt or >26 nt were removed.

d Simple sequence: sequence with more than 80% of A, or C, or G, or T, or 3N in it.

e Sequences passing mRNA, RFam, Repbase filter.

f mRNA: ftp://hgdownload.cse.ucsc.edu/goldenPath/galGal2/bigZips/.

g Rfam(V9.1): ftp://ftp.sanger.ac.uk/pub/databases/Rfam/9.1/.

h repeat-repbase (V15.13): http://www.girinst.org/repbase/update/index.html.

Note: There is overlap in mapping of reads with mRNA, rRNA, tRNA, snRNA, snoRNA and repeats.

**Table 2:** Number of known chicken miRNAs and novel miRNA candidates in four samples.

	MDV infected		Non-infected	
Group	Tumorous spleen	Lymphoma(liver tumor)	Spleen	Lymphocytes (peripheral blood)
Known miRNAs	160	138	143	159
Novel miRNA candidates in subgroup1	44	38	42	61
Novel miRNA candidates in subgroup2	96	86	81	113
Novel miRNA candidates in subgroup3	498	142	71	231

### isomiRs of Known miRNAs and the Expression Patterns of miRNA and miRNA*s

In total, 187 known chicken miRNAs were identified. Among them, 165 were in MDV-infected samples, 174 were in non-infected samples, and 117 were identified in all four samples. 

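At a minimum of 3 counts, 188 known chicken miRNAs were found in at least 1 library. Of these, 166 were found in at least 1 MDV-infected library, 176 in at least 1 non-infected library and 122 in all 4 libraries. With any count from 1 upward the number found in all 4 libraries rose to 138, and with at least 10 counts it fell to 98, of 143 found anywhere.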

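With at least 3 counts on one side and fewer on the other, 12 known chicken miRNAs were found in the MDV-infected libraries alone and 22 in the non-infected libraries alone. Of the 12, only 3 reached 3 counts in both MDV-infected libraries. gga-miR-375 had 7 counts in tumorous spleen and 56 in MD lymphoma and was not counted in either control, which allows up to 3 counts in each of them. gga-miR-135a had 4 and 3 counts, also with 0 in both controls, so that its counts in the infected libraries were close to that limit. gga-miR-429 had 9 and 6 counts, with 1 count in non-infected spleen. Of the 22 miRNAs on the other side, 3 reached 3 counts in both non-infected libraries. gga-miR-1729* had 10 counts in non-infected spleen and 28 in lymphocytes, with 2 in tumorous spleen. gga-miR-3530 had 7 in each control and 1 in tumorous spleen, and gga-miR-1728-3p had 3 and 6 with 0 in both infected libraries. Apart from the 56 counts of gga-miR-375 and the 28 of gga-miR-1729*, these counts are near the 3-count limit.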

Three miRNAs (gga-miR-135a, gga-miR-375, and gga-miR-429) were uniquely detected in MDV-infected samples, and three miRNAs, (gga-miR-1728-3p, gga-miR-1729*, and gga-miR-3530) were uniquely detected in non-infected samples. Additionally, 16 known MDV miRNAs were detected in both tumorous spleen and MD lymphoma from liver. 

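All 16 known MDV miRNAs had at least 3 counts in each MDV-infected library, and none of their sequences was counted in the non-infected libraries. Of these, 15 in tumorous spleen and 16 in MD lymphoma had at least 10 counts. MDV miRNAs took 93883 counts, or 1.86% of the cleaned sequences of tumorous spleen (exact binomial 95% interval 1.85% to 1.87%), and 265327 counts, or 5.69% of those of MD lymphoma (5.67% to 5.71%). Zero counts in the controls allow a share of up to 5.4e-05% in non-infected spleen and 4.35e-05% in lymphocytes. Per cleaned sequence, MDV miRNA counts were 3.06-fold higher in MD lymphoma than in tumorous spleen (3.04 to 3.09), with 11 miRNAs higher and 5 lower. mdv1-miR-M8-5p was the most abundant, with 71276 counts in tumorous spleen and 231153 in MD lymphoma, or 75.9% and 87.1% of all MDV counts. mdv1-miR-M1 followed with 13648 and 21823 counts, then mdv1-miR-M5 with 4867 and 5507. mdv1-miR-M10-5p had 1535 and 2001 counts and mdv1-miR-M12 had 999 and 3321. The miRNAs did not all move together. mdv1-miR-M31 was lower in MD lymphoma, with 534 counts against 843 (ratio 0.686, 0.615 to 0.766, Fisher's exact test, p = 6.47e-12).

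**Figure D2:**
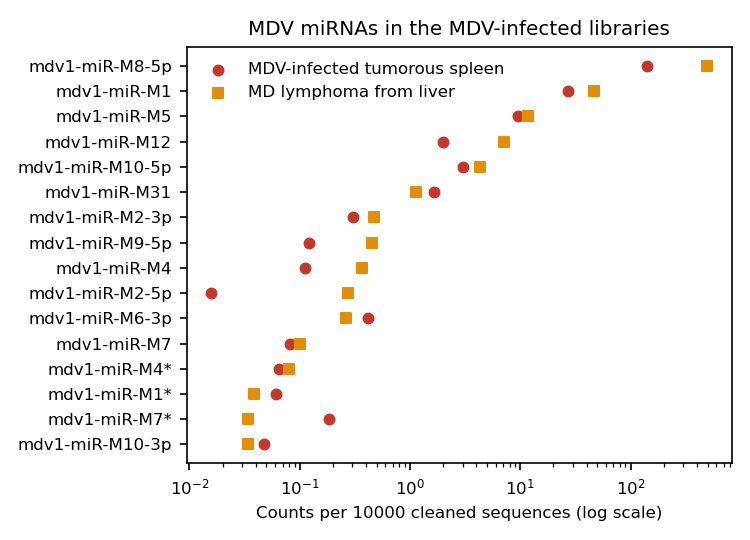
Counts per 10000 cleaned sequences (log scale, horizontal axis) of the 16 MDV miRNAs in tumorous spleen (circles) and MD lymphoma (squares). mdv1-miR-M8-5p lies at 141 and 496 counts per 10000 cleaned sequences.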

Identified known chicken and MDV miRNAs are listed in Table S1. As previously reported [24]–[26], the present study identified many variants for known miRNAs, especially at the 3′ and 5′ends. These variants were defined as “isomiRs”, which frequently had higher counts than the corresponding known reference miRNA sequences listed in miRBase. The most abundant sequence in alignment with known chicken miRNAs listed in miRBase 16.0 was identified as a representative of the alignment and designated the “dominant isomiR”. The dominant isomiR was further defined based upon its differences from the reference miRNA sequence in miRBase 16.0. For example, gga-miR-1306_L-3R+2 (L = 5′end; R = 3′end) is a variant of gga-miR-1306 and is 3 nt shorter at 5′ end and 2 nt longer at 3′ end than gga-miR-1306. gga-miR-1579_21GA contains a variation from G to A at the 21^st^ nucleotide compared with the reference gga-miR-1579. 

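Of gga-miR-1306, 3 isomiRs were listed and the 23-nt reference sequence was not among them. gga-miR-1306_L-3R+2 (ACGTTGGCTCTGGTGGTGATGT) had 17 counts in tumorous spleen, 6 in MD lymphoma, 12 in non-infected spleen and 45 in lymphocytes, or 80 in total. gga-miR-1306_R-1 had 43 counts in total and gga-miR-1306_L-2 had 37. In tumorous spleen gga-miR-1306_R-1 had 18 counts, 1 more than the L-3R+2 form. gga-miR-1579_21GA (CGTGGCGGGAAGGGATGGGCA) was counted 3 times in lymphocytes and not in the other libraries.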

In total, isomiRs of 116 known chicken miRNAs, including 82 in tumorous spleen, 69 in MD lymphoma, 70 in non-infected spleen, and 82 in non-infected lymphocytes, had more counts than reference miRNA sequences listed in miRBase 16.0. 

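A listed name with a suffix marks a sequence that differs from the miRBase reference. Taking the most frequent listed sequence of each miRNA, an isomiR was dominant for 82 of 161 miRNAs in tumorous spleen, 69 of 140 in MD lymphoma, 68 of 145 in non-infected spleen and 84 of 161 in lymphocytes. For 113 miRNAs an isomiR was dominant in at least 1 library, and for 48 in all 4 libraries. Most of these isomiRs differed from the reference only in the position of their ends, as 80 of 82 did in tumorous spleen, and most of those only at the 3′ end, with 60, 51, 48 and 61 in the 4 libraries. Weighted by counts, dominant isomiRs took between 25.5% (non-infected spleen) and 38.2% (MD lymphoma) of the counts of all dominant sequences. The dominant sequence changed between libraries for at least 12 miRNAs. It also changed for some with few counts in a library, such as gga-miR-144, where it was an 18-nt form in tumorous spleen alone. For gga-miR-181a it was the reference sequence in tumorous spleen and lymphocytes and a form 2 nt longer at the 3′ end in MD lymphoma and non-infected spleen. gga-miR-155 changed between the same pairs of libraries.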

Details of isomiRs for each known miRNA are presented in Table S2, with sequences perfectly matched with reference pre-miRNAs listed at the top, followed by one-error alignments.

In addition, we characterized the counts of 46 mature miRNAs derived from the two arms of 23 precursor miRNAs (Table 3). Of them, 15 miRNAs originating from the 5′ (5p) ends had more counts than those originating from 3′ (3p) ends. 

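For the 23 precursors of Table 3, the share of counts from the 5p arm was computed in each library with its Wilson 95% interval, and an arm was called dominant where the interval excluded 50%. The counts were those of the listed sequences of each arm, whereas Table 3 pools all isomiRs. The 5p arm was dominant in all 4 libraries for 13 precursors. For 4 more precursors it was dominant in at least 1 library and undecided in the others. With only the most frequent sequence of each arm, there were 11 precursors with a dominant 5p arm in all 4 libraries and 7 in the mixed class, and with at least 10 counts over both arms 12 and 1. gga-mir-181a had a 5p share of at least 96.1%, gga-mir-146c between 98.4% and 99.4% and gga-mir-30a between 94.6% and 98.0%. The share was closer to even for gga-mir-142, at 67.7% in tumorous spleen, 78.1% in MD lymphoma, 89.5% in non-infected spleen and 56.4% in lymphocytes (55.6% to 57.1%).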

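The 3p arm was dominant in all 4 libraries for 3 precursors. gga-mir-199 had 39778 3p counts (gga-miR-199*) and 144 5p counts in tumorous spleen, a 5p share of 0.361%, and the share lay between 0.332% and 0.463% across the libraries. For gga-mir-140 the 5p share lay between 0.087% and 0.211%. The 5p arm of gga-mir-22 kept a larger share, from 4.19% in MD lymphoma (19 counts against 434, 2.70% to 6.46%) to 5.49% in non-infected spleen. The counting intervals of all 4 libraries overlapped for gga-mir-199 and gga-mir-22, and those of non-infected spleen and lymphocytes did not for gga-mir-140.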

Three 3p-derived miRNAs (gga-miR-199-3p, gga-miR-22-3p, and gga-miR-140-3p) had more counts than their corresponding 5p-derived miRNAs. 

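gga-mir-301b had a different dominant arm in different libraries. Its 5p share was 17.6% in non-infected spleen (6.19% to 41.0%, 17 counts in all), 85.0% in MD lymphoma (64.0% to 94.8%, 20 counts) and 70.5% in lymphocytes (64.5% to 75.9%). In tumorous spleen it was 59.4% and the interval of 42.3% to 74.5% held 50%. gga-mir-126 favoured the 5p arm in both controls, with 70.4% in non-infected spleen and 70.9% in lymphocytes, while tumorous spleen stood at 49.5% (45.3% to 53.7%) and MD lymphoma at 58.8% (48.8% to 68.0%). gga-mir-455 had 32 counts of the 5p arm and 24 of the 3p arm in tumorous spleen, and 16 and 27 in non-infected spleen. Neither interval excluded 50%. gga-mir-1728 had at most 15 counts in a library, with 0 of 3 from the 5p arm in non-infected spleen and 4 of 4 in MD lymphoma. Where the arm with the larger plain count was taken in each library, without an interval, the dominant arm changed between libraries for all 4 of these precursors. That reading was chosen after seeing the data.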

Four precursor miRNAs (gga-mir-126, gga-mir-1728, gga-mir-301b, and gga-mir-455) showed a reversal in the ratios of the 5p- and 3p- derived sequences across the four RNA libraries.

**Table 3:** Counts of known miRNAs originating from 5′ or 3′ arm of precursors in four libraries.

		MDV-infected				Non-infected			
		Tumorous spleen		Lymphoma(liver tumor)		Spleen		Lymphocytes(peripheral blood)	
Index	Pre-miRNA	5p	3p	5p	3p	5p	3p	5p	3p
1	gga-mir-181a	6294^a^	271	4725	78	23970	238	55572	1297
2	gga-mir-142	9417	2495	5752	866	9915	610	38470	15528
3	gga-mir-10a	7733	90	869	4	8317	271	416	-
4	gga-mir-146b	11348	85	25346	57	4703	14	15407	65
5	gga-mir-99a	1876	37	955	41	3359	78	17989	298
6	gga-mir-146c	31407	594	99065	721	2432	25	16804	193
7^b^	gga-mir-126	612	906	110	139	1349	1095	671	337
8	gga-mir-17	877	398	493	280	1133	446	3396	1432
9	gga-mir-1456	224	7	80	–	106	–	606	5
10	gga-mir-1729	55	–	11	–	105	10	381	102
11	gga-mir-15c	401	4	123	–	102	–	2283	27
12	gga-mir-1329	42	5	42	–	23	–	289	13
13	gga-mir-1552	21	5	3	–	10	6	95	24
14	gga-mir-1551	20	3	17	3	8	–	38	4
15	gga-mir-1451	20	16	11	–	6	–	61	47
16	gga-mir-1736	–	–	–	–	–	–	3	3
17^b^	gga-mir-1728	–	–	4	–	–	3	18	6
18^b^	gga-mir-301b	27	18	20	3	3	24	245	121
19^c^	gga-mir-199	284	61748	64	13939	948	243757	74	23853
20^c^	gga-mir-22	96	1818	19	497	87	1755	238	5951
21^c^	gga-mir-140	43	45110	14	24393	57	52749	277	220818
22^b^	gga-mir-455	48	65	6	3	20	45	-	-
23	gga-mir-30a	4994	381	2736	85	7650	675	7297	561

a. Numbers indicate counts for all isomiRs originating from 5**′**(5p) or 3**′**(3p) arms of the miRNA precursor.

b. miRNAs from two arms showed a reversal in the ratios across four RNA libraries.

c. miRNAs deriving from 3′ ends of precursor had more counts than that from 5′ ends.

### Novel miRNA Candidate Identification

There were 68, 155, and 703 chicken miRNA candidates in subgroup1, 2, and 3, respectively (Table S3). 

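The deposited counts held 68 candidates of subgroup1, 154 of subgroup2 and 685 of subgroup3, of which 683 reached 3 counts in a library. Subgroup1 candidates reached at most 3353 counts in a library and subgroup2 candidates at most 53189. All 4 libraries had at least 3 counts for 32 candidates of subgroup1 and 63 of subgroup2. In subgroup3 this held for 13 candidates, and 505 (73.7%) reached 3 counts in 1 library only, 342 of them in tumorous spleen. The median candidate of subgroup3 had 4 counts in its highest library, and 523 (76.4%) stayed under 10 counts everywhere. At a minimum of 10 counts, 162 candidates of subgroup3 were left, along with 100 of subgroup2 and 48 of subgroup1. After thinning to the smallest library, 470.7 candidates of subgroup3 were expected in tumorous spleen and 133.2 in lymphocytes. Of the 694 listed sequences of the class from which subgroup3 was drawn, 135 (19.5%) shared a stretch of at least 15 nt with another.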

One MDV miRNA candidates in each of subgroup1 and subgroup3 was identified. 

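The MDV candidate of subgroup1, mdv1-miR-M13-5p (TTTCCAGGAGATTTCCCGGTT), had 24 counts in tumorous spleen and 22 in MD lymphoma, or 0.0475 and 0.0472 counts per 10000 cleaned sequences. The MDV candidate of subgroup3, PC-5p-20942 (ATCTGCTCACGACTGTAGCACT), had 9 counts in each. Neither was counted in the non-infected libraries.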

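By the names in the deposited counts, the candidates of subgroup1 lay on the 3p arm in 43 cases and on the 5p arm in 24, and 1 name gave no arm.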

In the present study, 42 of 68 novel miRNA candidates in subgroup1 were new 3p-derived sequences, and 26 were new 5p-derived sequences. Of the 68 candidates (Table S3), 40 miRNA candidates were mapped to other vertebrate known mature miRNAs and 41 were detected previously by Glazov et al. [24]. 

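Across the 62 subgroup1 candidates whose annotated miRNA was also counted, the median candidate had 1.70% of the counts of that miRNA. A candidate exceeded its annotated miRNA in at least 1 library in 10 cases, and in all 4 libraries in 2 cases. In 6 of the 10 the annotated miRNA had no listed sequence at all, so that any count of the candidate was higher. Among the other 4, gga-mir-30c-1-3p had 602 counts against 514 of gga-miR-30c in tumorous spleen, and fewer than gga-miR-30c in the other libraries. gga-mir-193a-5p was higher in tumorous spleen (41 against 34) and MD lymphoma (24 against 16). gga-miR-219-3p had 32 counts against 7 in non-infected spleen, and gga-mir-190-3p had 3 against 2. These 4 were singled out after their values were seen.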

As expected, the counts of known mature miRNAs were usually much higher than their corresponding novel miRNA* (star) candidates, and only eight novel candidates showed higher counts than the annotated known mature miRNAs in at least one library (Table S4). The results are consistent with the known mechanisms of miRNA biogenesis and strand preference. A small RNA duplex is generated from a hairpin-like miRNA precursor. The strand with lower thermodynamic stability at its 5′ end is more easily incorporated into the RISC complex, and the other inactive strand, called miRNA* (star) is rapidly degraded [27]. Usually, miRNA* cannot be detected by conventional methods due to their rapid turnover; however, the high sensitivity of deep sequencing allows their identification.

### Verification of Novel miRNAs

To further verify novel miRNAs in the four samples, we produced customized miRNA arrays including 533 novel miRNA candidate probes (Table S5). In total, 276 out of 533 probes were detectable. There were 18, 74, and 184 miRNA candidates in subgroup1, 2, and 3, respectively, detected in microarrays. 

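Of the 276 detectable probes, 271 had a sequence in the deposited counts. Across these probes, the paper's array signal was set against the counts in the same sample, with Spearman's rho and Pearson's r on log2 values and permutation tests with 100000 resamples. Probes are not independent replicates, and 4 correlations of each kind were computed. Spearman's rho was 0.22 in MD lymphoma (two-sided permutation p = 0.00033, Benjamini-Hochberg adjusted p = 0.00132) and 0.11 in tumorous spleen (p = 0.0608, adjusted p = 0.0810). It was 0.02 in non-infected spleen (permutation p = 0.704, adjusted p = 0.704) and −0.13 in lymphocytes (p = 0.0268, adjusted p = 0.0536). Pearson's r was 0.15 in MD lymphoma (p = 0.0118, adjusted p = 0.0473), 0.02 in tumorous spleen (p = 0.783, adjusted p = 0.783), 0.03 in non-infected spleen (p = 0.624, adjusted p = 0.783) and −0.12 in lymphocytes (p = 0.0537, adjusted p = 0.107). Different probes hybridise differently, so that these correlations across probes do not compare levels on 1 scale. The signal also rose with the GC share of the probe, with Spearman's rho of 0.44 in tumorous spleen, 0.38 in MD lymphoma, 0.29 in non-infected spleen and 0.33 in lymphocytes. With at least 10 counts in the library, rho was −0.14 over 115 probes in tumorous spleen, −0.03 over 71 in MD lymphoma, 0.18 over 49 in non-infected spleen and −0.05 over 72 in lymphocytes, with permutation p adjusted to at least 0.433. A signal above 0 was recorded for 26 of the 27 probes without counts in tumorous spleen, 81 of 98 in MD lymphoma, 95 of 135 in non-infected spleen and 37 of 103 in lymphocytes. A signal of 0 was recorded for 17 of 115 probes with at least 10 counts in tumorous spleen, 7 of 71 in MD lymphoma, 13 of 49 in non-infected spleen and 55 of 72 in lymphocytes. The median signal was 94.8 with at least 10 counts and 35.2 without counts in tumorous spleen, 107 and 31.2 in MD lymphoma, 82.8 and 51.1 in non-infected spleen, and 0 for both in lymphocytes.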

The microarray signals and Solexa deep sequencing counts for the 276 detectable probes are listed in Table S6. Of the 276 detectable probes, 17 novel miRNA candidates with counts ranged from 1 to 11374 (Table S7), including 11 candidates from subgroup2, and six from subgroup3 were further verified by qPCR and amplicons were cloned into pMD-19T plasmid and sequenced (Figure S1).

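For 16 of these 17 candidates the sequence of Table S7 was among the deposited counts, with the same counts in every library. The exception, PC597-5p, was listed as a 22-nt sequence, 1 nt shorter than in Table S7, with 41 counts in tumorous spleen, 35 in MD lymphoma, 5 in non-infected spleen and 0 in lymphocytes. At least 3 counts in all 4 libraries were found for 8 of the 16, and 7 had 0 counts in at least 1 library. PN-cfa-miR-107_R+2 was the most abundant, with 1655 counts in tumorous spleen, 738 in MD lymphoma, 5807 in non-infected spleen and 11374 in lymphocytes. Among the subgroup3 candidates, PC34-3p had the highest count, 53 in MD lymphoma, with 24 in tumorous spleen, 0 in non-infected spleen and 1 in lymphocytes. PC556-3p had 5 counts in tumorous spleen and 1 in each other library. PN-mmu-miR-1937a_L-118CT was counted 12 times, all in lymphocytes. Of the 16, 5 matched a known chicken miRNA from the same counts over at least 16 nt with at most 1 mismatch. PN-cfa-miR-107_R+2 equals the sequence of gga-miR-107 with GT added at the 3′ end, and PN-xtr-miR-26_R+3 that of the listed gga-miR-26a isomiR with TT added. PN-xtr-miR-23a_R+1 differs from gga-miR-23b at 1 base (A19T, counted from the 5′ end of gga-miR-23b, known miRNA first), and its 6601 counts in lymphocytes stood against 192 of gga-miR-23b.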

### Differential Expression Analysis of Known miRNAs between MDV-infected and Non-infected Samples

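For the comparison of libraries, each of the 188 known chicken miRNAs was tested with the tests that the paper names for IDEG6, a web tool for comparing counts of single libraries. These were the Audic-Claverie test, computed as the point probability of the second count given the first, Fisher's exact test (two-sided) and Pearson's chi-squared 2×2 test without continuity correction. Each compared the count of a miRNA with the rest of the cleaned sequences of the library. A miRNA was called where all 3 p values were under 0.001 divided by the 3 pairwise comparisons, or 3.3e-04, and the direction came from counts per 10000 cleaned sequences. In simulated libraries with the depth of tumorous spleen and non-infected spleen, in which 60 of 188 miRNAs changed 3-fold, these tests called 59.5% of the changed miRNAs, all of those with at least 100 expected counts, and none of the unchanged ones. This holds for counting error alone. With a coefficient of variation of 0.4 between birds added, 47.2 of the 128 unchanged miRNAs were called on average. In libraries without any change, this comparison called 50.94 of the 188 miRNAs on average with a coefficient of 0.2 and 71.98 with 0.4.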

Differential expression of miRNAs between MDV-infected and non-infected samples based on counts was conducted using a web tool, IDEG6 [28]. Because the perfect-match isomiRs might not be the unique functional isoform [29], counts from different isoforms of the same miRNA were pooled. Non-infected spleen was used as the control to identify differentially expressed miRNAs in tumorous spleen (Table S8). 

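In tumorous spleen, 88 known chicken miRNAs were called against non-infected spleen, 50 higher and 38 lower. The split between higher and lower depended on the library total. It was 65 higher and 23 lower with the counts of known chicken miRNAs as library total, and 36 higher and 51 lower with DESeq2 size factors, of 88 and 87 miRNAs called. Of the main calls, 73 and 74 were kept in the same direction under these 2 totals, and 4 were called in the opposite direction under each. The largest rise among called miRNAs with at least 100 counts was that of gga-miR-7b, with 324 counts against 2, a 178-fold ratio whose exact interval ran from 48.9 to 1477. All of its counts lay in a 16-nt sequence, so none is left once sequences of 19 nt or less are dropped. Such short sequences held 0.228% of the known chicken miRNA counts in tumorous spleen and 0.0106% in non-infected spleen. A rise of gga-miR-7b therefore cannot be told apart from this larger share of short forms. gga-miR-144 had 1069 counts against 24 (log2 ratio 5.61), 821 of them in an 18-nt sequence, and its most frequent sequence over all libraries alone gave 4.09. gga-miR-147 had 295 against 13 (4.64). gga-miR-146c* rose from 23 to 363 counts (4.12), of which 186 lay in an 18-nt sequence, and by 2.41 with its most frequent sequence alone. The largest falls were those of gga-miR-383, from 285 to 26 counts (−3.32), gga-miR-460a, from 157 to 34 (−2.07), and gga-miR-181b, from 4084 to 920 (−2.01). Each of these miRNAs kept its direction under the 4 other scalings tried, all of which leave the short sequences in. Fisher's exact test gave p between 7.53e-303 (gga-miR-144) and 8.04e-18 (gga-miR-460a) for those whose p was above the smallest number that can be stored. Of the 94 miRNAs that the paper lists in Table S8, 82 were called in the same direction.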

Because the liver tumor was a lymphocytic solid tumor, consisting of a heterogeneious mixture of oncogenic, inflammatory, and immunologically active and inactive cells [30], both the non-infected spleen and non-infected lymphocytes were used as controls to identify differentially expressed miRNAs in the MD lymphoma from liver (Table S9). 

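Against non-infected spleen, 91 known chicken miRNAs were called in MD lymphoma, 38 higher and 53 lower. Against non-infected lymphocytes 107 were called, 19 higher and 88 lower. In the same direction against both controls there were 58, 17 higher and 41 lower. With TMM or DESeq2 size factors, 53 were called in the same direction against both controls and the balance turned to 30 higher and 23 lower. With the counts of known chicken miRNAs as library total it was 28 higher and 24 lower. Among called miRNAs with at least 100 counts in 1 of the compared libraries, gga-miR-146c had the largest rise over non-infected spleen, 47.4-fold, to 159.6 counts per 10000 cleaned sequences from 3.37. gga-miR-147 (348 counts against 13), gga-miR-29b (1584 against 106) and gga-miR-29c (4783 against 404) rose 31.9-fold, 17.8-fold and 14.1-fold. The largest falls against non-infected spleen in this set were those of gga-miR-383 (5 counts against 285), gga-miR-499 (9 against 510) and gga-miR-460a (4 against 157). Against lymphocytes, gga-miR-122 rose most under the same limit, with 3095 counts against 304 (log2 ratio 3.91), followed by gga-miR-1b (3.36) and, after gga-miR-146c, by gga-miR-146a (2.81). The largest fall was that of gga-miR-223, from 67263 counts in lymphocytes to 191 (−7.90). Over non-infected spleen, with 588 counts, its log2 ratio was −1.37, so the larger fall also reflects its high level in the lymphocyte library. gga-miR-1c fell by 6.71 and gga-miR-1a by 5.71 on the log2 scale, gga-miR-144 by 4.93 and gga-miR-100 by 4.77. The direction of each of these changes was kept under the other scalings. Of the 63 miRNAs in the paper's Table S9, 52 were called in the same direction.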

There were 94 and 63 miRNAs deregulated in tumorous spleen and MD lymphoma compared with their corresponding controls. The differentially expressed miRNAs that occurred in both tumorous spleen and MD lymphoma from liver were considered as deregulated miRNAs in MDV-infected samples during tumor transformation. 

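In both MDV-infected libraries, 41 miRNAs were called in the same direction, 12 higher and 29 lower, so that 70.7% were lower. Of the 39 miRNAs that the paper lists in Table S10, 35 were among them. Both comparisons use the non-infected spleen library, and both infected tissues come from the same chicken. In simulated libraries without any change, the tests called 0 miRNAs in both when counting error was the only source of spread. With a coefficient of variation of 0.2 between birds they called 14.15 on average where the infected tissues deviated independently and 26.69 where these shared the deviation of their chicken in full. With 0.4 the averages were 22.45 and 39.01. In these simulations the 2 controls were also without any change. In the data they differ by tissue, with 588 counts of gga-miR-223 in non-infected spleen and 67263 in lymphocytes. The averages therefore do not give the number of false calls among the 41. The simulation with a shared chicken was chosen after seeing the data. With a spread between birds of 0.2 assumed in edgeR's exact test, 20 of the 41 were called in both, and with 0.4 only 2, both higher. Taking the tissues of each side as replicates, which they are not, edgeR's quasi-likelihood test called 0 of 127 miRNAs at an adjusted p under 0.05 and 10 at an unadjusted p under 0.05. DESeq2 called 0 of 188, and 18 at an unadjusted p under 0.05. The library total changed the balance of directions. Across the 98 known miRNAs with at least 10 counts in every library, the median log2 ratio per cleaned sequence was 0.22 for tumorous spleen over non-infected spleen, −0.30 for MD lymphoma over non-infected spleen and −1.75 for MD lymphoma over lymphocytes. With the counts of known chicken miRNAs as library total these medians were 0.60, 0.16 and −0.43, with all listed counts 0.44, −0.22 and −0.79, with TMM 0.29, 0.19 and −0.22, and with DESeq2 −0.31, −0.03 and 0.01. The miRNAs called in both were then 23 higher and 9 lower, 17 and 15, 20 and 14, and 17 and 19, in that order of totals. Under every one of these scalings 11 of the 12 higher and 8 of the 29 lower miRNAs kept their call. The libraries also differed in the 3′ ends of known miRNAs, in a way that the 2 infected libraries did not share. With tumorous spleen set against lymphocytes and MD lymphoma against non-infected spleen, the pairs with the closest 3′ ends, 45 miRNAs were called in both, 9 higher and 36 lower, and 34 of the 41 kept their direction. That pairing was chosen after seeing the data. From the miRNAs that changed against the controls in both MDV-infected samples, the paper defines those it considers deregulated in tumor transformation, and it states that the strict threshold was chosen because the sequencing had no replicates.

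**Figure D3:**
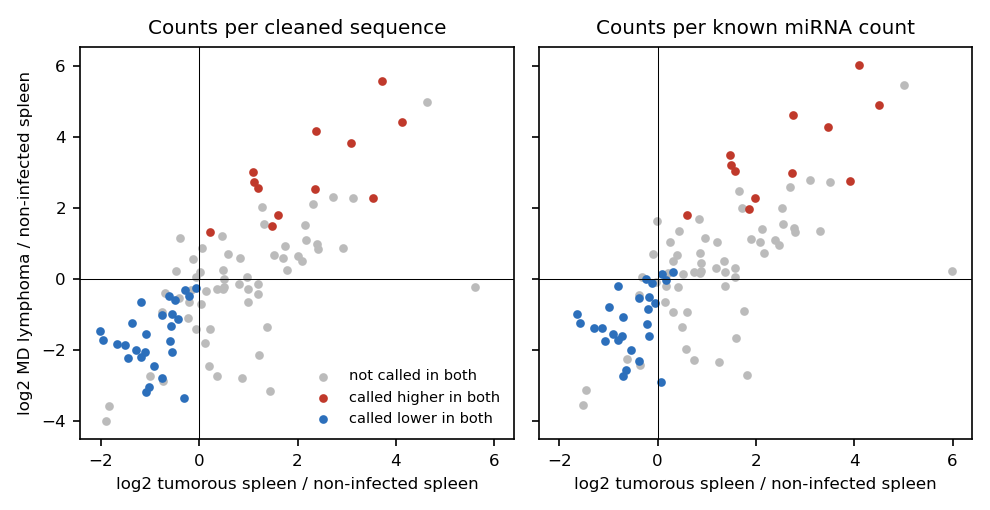
Log2 ratio over non-infected spleen of tumorous spleen (horizontal axis) and of MD lymphoma (vertical axis) for the 98 known miRNAs with at least 10 counts in every library. Points are colored by the call per cleaned sequence in both panels; with counts of known miRNAs as library total (right), the cloud moves to the right by 0.38 and up by 0.46.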

In total, 11 up-regulated and 28 down-regulated miRNAs in MDV-infected samples were identified (Table S10). Of these 39 miRNAs, four down-regulated miRNAs (gga-miR-221, −140*, −199*, and 181a) and four up-regulated miRNAs (gga-miR-146c, −146b, −222, and −155) in the two MDV-infected samples with high counts were selected to be further verified by qPCR among MDV-infected whole spleens with tumors (tumorous spleens), MD lymphomas from liver, and non-infected spleens. Additionally, because of previous reports on gga-miR-26a [18], [21], [23], it was also chosen to be verified by qPCR, which showed down-regulation in MD lymphoma from liver compared with non-infected lymphocytes and non-infected spleen in the current study (Table S9). 

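In counts per 10000 cleaned sequences, gga-miR-181a fell from 19.0 in non-infected spleen and 26.9 in lymphocytes to 4.90 in tumorous spleen and 5.78 in MD lymphoma. Its log2 ratio was −1.96 in tumorous spleen, and −1.72 and −2.22 in MD lymphoma over non-infected spleen and lymphocytes. gga-miR-140* fell as well, from 37.2 and 74.9 to 25.1 and 14.9 (log2 ratios −0.57, −1.32 and −2.33). Both were called lower in all 3 comparisons and kept that direction under every scaling. gga-miR-199* had 291.6 counts per 10000 in non-infected spleen and 78.7 in tumorous spleen. In MD lymphoma it had 18.0, which was called against non-infected spleen (log2 ratio −4.02) and not against lymphocytes with 18.3 (−0.02, Fisher's exact test, p = 0.226). The latter ratio was −0.21 and past the threshold with the isomiRs pooled in the paper's tables, and above 0 under the 4 other scalings, up to 1.74. gga-miR-221 had 25.9 counts per 10000 in tumorous spleen and 25.5 in non-infected spleen (log2 ratio 0.02, Fisher's exact test, p = 0.194), and was not called. In MD lymphoma, with 29.4, it was called higher than non-infected spleen (0.20, Fisher's exact test, p = 7.49e-32) and lower than lymphocytes (−0.69). Its ratio over non-infected spleen turned to −0.07 in tumorous spleen and −0.10 in MD lymphoma with the paper's pooled isomiRs, and its ratio over lymphocytes lay between 0.27 and 1.07 under the other scalings. Of the miRNAs that rose, gga-miR-146c went from 1870 counts in non-infected spleen and 11613 in lymphocytes to 22239 in tumorous spleen and 74413 in MD lymphoma, with a log2 ratio of 3.24 over lymphocytes. gga-miR-146b went from 4.31 and 13.4 counts per 10000 to 9.39 and 28.8 (1.12, 2.74 and 1.10). Both kept their calls under every scaling. The widest counting interval among these log2 ratios, that of gga-miR-146b in tumorous spleen, ran from 1.05 to 1.19 and leaves out the spread between birds.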

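gga-miR-26a had 33.3 counts per 10000 cleaned sequences in lymphocytes, 18.9 in non-infected spleen and 7.13 in MD lymphoma. It was called lower in MD lymphoma against both controls, with log2 ratios of −1.41 (95% interval −1.46 to −1.35) over non-infected spleen and −2.22 (−2.28 to −2.17) over lymphocytes, and kept that direction under the other scalings. In tumorous spleen it had 18.1 and was not called (log2 ratio −0.07, Fisher's exact test, p = 0.00143). There the direction depended on the library total, with 0.31 per known chicken miRNA count and −0.59 with DESeq2 size factors.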

The differential expression profiles of seven miRNAs (gga-miR-221, −140*,−199*, 181a, −146b, −146c, and −26a) were consistent between IDEG6 analysis and qPCR. gga-miR-181a, gga-miR-26a, gga-miR-221, gga-miR-199*, and gga-miR-140* were down-regulated (Figure 2A–E). gga-miR-146b showed a trend toward being higher, and gga-miR-146c was up-regulated in tumorous spleen and MD lymphoma compared to non-infected spleens (Figure 2F, G). Only two miRNAs (gga-miR-155 and −222) showed different results from the two methods. gga-miR-155 was up-regulated in two MDV-infected samples in IDEG6 analysis, but it showed a trend toward down-regulation (*p*>0.05) in MDV-infected compared to non-infected samples by qPCR (Figure 2H). gga-miR-222 was up-regulated in MDV-infected samples in IDEG6 analysis; however, it was down-regulated in MD lymphoma from liver (not MDV-infected spleen) compared to non-infected spleen by qPCR (Figure 2I).

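In the counts, gga-miR-155 rose from 862 in non-infected spleen to 1798 in tumorous spleen (log2 ratio 1.20, 95% interval 1.08 to 1.31, Fisher's exact test, p = 8.89e-96) and to 4279 in MD lymphoma (2.56), which was also above the 1549 counts in lymphocytes (2.03). It was called higher in all 3 comparisons under every scaling. gga-miR-222 was called higher in all 3 comparisons too, with 2074 counts in tumorous spleen and 1967 in non-infected spleen (0.21, 0.12 to 0.30, Fisher's exact test, p = 2.65e-06). In MD lymphoma it had 4135 counts, with log2 ratios of 1.33 over non-infected spleen and 0.95 over lymphocytes (Fisher's exact test, p = 4.06e-266 and 7.97e-173). The small rise in tumorous spleen turned to −0.31 with DESeq2 size factors.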

**Figure 2:**
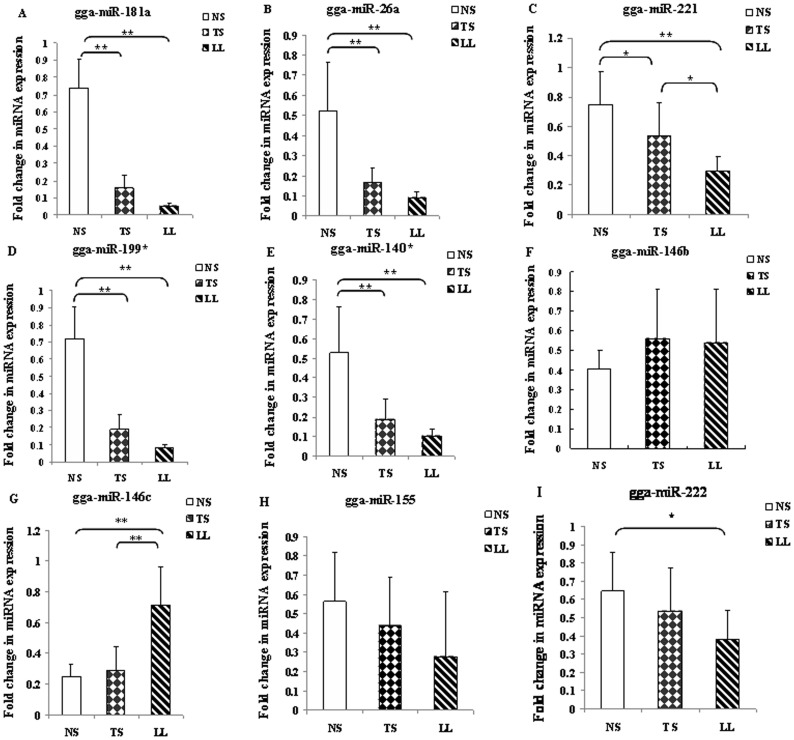
Expression of nine chicken known miRNAs. A. Expression of gga-miR-181a among TS, LL, and NS. B. Expression of gga-miR-26a among TS, LL, and NS. C. Expression of gga-miR-221 among TS, LL, and NS. D. Expression of gga-miR-222 among TS, LL, and NS. E. The expression of gga-miR-199* among TS, LL, and NS. F. Expression of gga-miR-140* among TS, LL, and NS. G. The expression of gga-miR-155 among TS, LL, and NS. H. Expression of gga-miR-146b. I. Expression of gga-miR-146c among TS, LL, and NS. TS: MDV-infected tumorous spleen; LL: MD lymphoma from liver; NS: non-infected spleen.

### Prediction of Potential Targets for Nine Known miRNAs

Putative target genes of gga-miR-181a, gga-miR-26a, gga-miR-221, gga-miR-222, gga-miR-155, gga-miR-146b, and gga-miR-146c were predicted by TargetScan (Version 6.0) [31]. Target genes of gga-miR-199* and gga-miR-140*, for which whose seed sequences could not be found in TargetScan, were predicted by TargetScanHuman Custom (Version 5.3). In total, 1598 annotated mRNA transcripts were predicted (Table S11). Because negatively correlated expression patterns between miRNAs and their corresponding targets have been reported [32], we used differentially expressed genes in tumorous spleens versus non-infected spleens from our previous microarry study on gene expression [33] to narrow down candidate targets. The genes presenting inverse expression patterns compared to their corresponding miRNAs were selected. In total, 189 candidate targets which were deregulated in tumorous spleens in the previous study were identified (Table S12). To investigate interactions of miRNAs and targets, and also interaction of targets and targets, the protein-protein interactions from STRING were extracted, and network was drawn (Figure 3). Only one target gene for miR-26a, *EZH2* was reported previously [34]. All other interactions of miRNAs and targets were proposed for the first time in this study, and can now be considered as candidates for further research.

**Figure 3:**
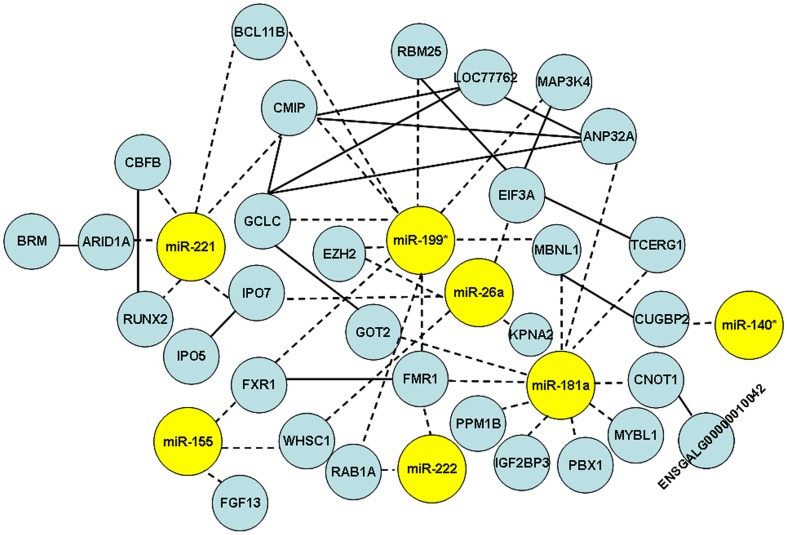
Network of differentially expressed miRNAs and their putative targets. In the network, miRNAs are represented by yellow circles and targets are represented by blue nodes. Solid lines show target-target interactions; dashed lines show miRNA-target interactions.

### Target Validation using Luciferase Reporter Gene Assays

To further verify the interaction of predicted target genes and miRNAs, we conducted luciferase reporter gene assays to detect interaction of gga-miR-181a with *MYBL1* and *IGF2BP3*, gga-miR-26a with *EIF3A*, and gga-miR-221 with *BCL11B*. The pmiR-RB-REPORT-UTR and pmiR-RB-REPORT-mutated UTR were transfected into 293 T cells with miRNA mimic or negative control (Figure 4). The luciferase activity was significantly reduced, by 33%, when a gga-miR-181a mimic was co-transfected with pmiR-RB-REPORT-MYBL1UTR into 293T cells, suggesting that significant interaction occurs between them (Figure 5A). Transfection of the gga-miR-181a mimic also inhibited luciferase activity of pmiR-RB-REPORT-IGF2BP3 UTR by 27% (Figure 5B). The gga-miR-26a mimic inhibited luciferase activity of pmiR-RB-REPORT-EIF3A UTR by 24% (Figure 5C). The gga-miR-221 mimic slightly decreased luciferase activity of pmiR-RB-REPORT-BCL11B UTR by 12% (Figure 5D). These results demonstrate significant interaction of gga-miR-181a with *MYBL1* and *IGF2BP3*, and of gga-miR-26a with *EIF3A*.

**Figure 4:**
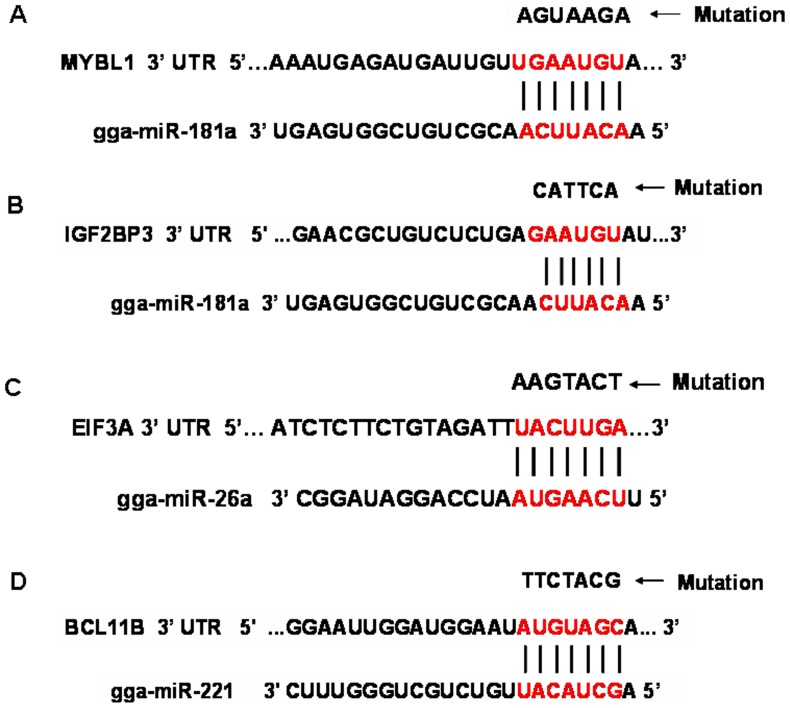
Schema of miRNA binding sites in corresponding 3′-UTR sequence of chicken predicated target gene (seed sequence highlighted in red). A. Schema of binding site for gga-miR-181a and MYBL1; B. Schema of binding site for gga-miR-181a and IGF2BP3; C. Schema of binding site for gga-miR-26a and EIF3A; D. Schema of binding site for gga-miR-221 and BCL11B. Arrow points to mutated target gene 3′-UTR eliminating the seed binding site.

**Figure 5:**
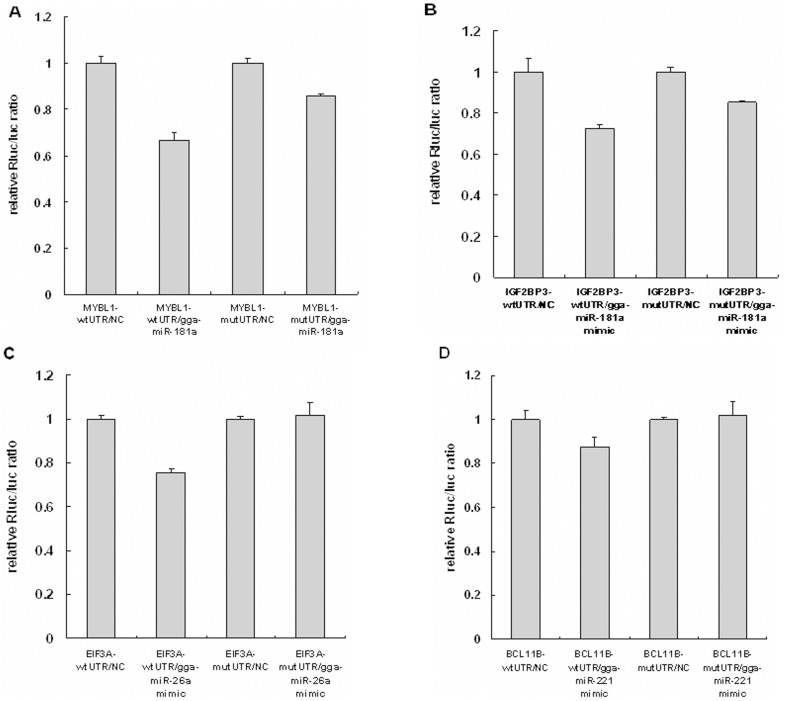
Target validation using luciferase reporter assays. A. Interaction validation for gga-miR-181a and MYBL1. B. Interaction validation for gga-miR-181a and IGF2BP3. C. Interaction validation for gga-miR-26a and EIF3A. D. Interaction validation for gga-miR-221 and BCL11B. 293T cells were co-transfected with pmiR-RB-REPOR-UTR, or pmiR-RB-REPOR-mutated UTR and miRNA mimic, or negative control. Gene-wtUTR: wild type 3′UTR of predicted target gene. Gene-mutUTR: Mutated 3′UTR of predicted target gene. NC: Negative control.

## Discussion

In this study, two MDV-infected samples (tumorous spleen and MD lymphoma from liver) were selected for analysis. They represented two types of visceral tumors that frequently occur after MDV infection. Typically, very tiny tumor nodules appeared throughout the spleen in the current study and they could not be reliably dissected free from adjacent splenic tissue; therefore, whole spleens including the tumors (termed, tumorous spleens) were harvested for analysis. However, MDV-induced tumors in the liver were large and mature tumors and, thus, could be dissected free from adjacent non-tumor tissue and harvested. Generally, MD tumors are characterized by lymphocyte infiltration. Lymphomatous lesions in visceral organs are proliferative, consisting of proliferating small to medium lymphocytes, lymphoblasts, and activated and primitive reticulum cells [30]. In MD lymphomas from liver, although residual liver cell-derived miRNAs may contribute to the results, the contribution of hepatocytes is expected to be far less than that of the much greater numbers of infiltrating lymphocytes. Considering the cellular and lymphocytic properties of the selected MDV-induced tumor tissues, non-infected whole spleen and lymphocytes from peripheral blood were chosen as the two controls in deep sequencing.

We found that MDV-infected samples had higher percentages than non-infected samples in mRNA, RFam, and repbase categories, which indicates that these known RNA species were activated during MDV infection and might play important roles in MDV-related pathology. In addition, isomiRs were very common, and many isomiRs had more counts than the corresponding miRNA sequences listed in miRBase. They could, therefore, be considered for use as reference sequence under pathological conditions of MDV infection. In addition, differential expression of miRNA counts was analyzed by IDEG6. Because of the lack of biological replicates and technical duplicates in sequencing, a very stringent p-value cut-off (*P*<0.001 simultaneously in Audic-Claverie test, Fisher exact test, and Chi-squared 2×2 test with the Bonferroni correction to adjust for pair-wise comparison) was applied to identify differentially expressed miRNAs [35], [36]. Moreover, differentially expressed miRNAs occurring in both of the two comparison groups, (MDV-infected tumorous spleen vs. non-infected spleen, and MD lymphoma vs. non-infected spleen/lymphocytes) were considered to be deregulated miRNAs in MD tumors compared to non-infected controls. Only 11 up-regulated and 28 down-regulated miRNAs were identified. The relatively small number of deregulated miRNAs might result from the conservative statistical thresholds used in differential expression analysis. Subsequently, differential expression of nine miRNAs was further investigated by qPCR, and seven were verified.

In the current study, miR-181a and miR-26a were down-regulated in tumorous spleen and MD lymphoma, compared to non-infected spleen. Several previous studies provide evidence of their involvement in cancer. Two members of miR-181 (miR-181a, 181b) were down-regulated in glioma specimens and glioma cell lines [37], as well as pituitary adenomas [38] and lymphocytic leukemia [39]. It has been suggested that suppression of miRNA-181a may increase cell growth in the lung carcinoma cell line, A549 [40]. The expression of miR-181a,b was also decreased in avian influenza virus (AIV)-infected chicken lungs and tracheae, and they were proposed as strong miRNA candidates for regulating host response to AIV infection [41]. Acting as a tumor suppressor, miR-181a triggered growth inhibition, induced apoptosis, and blocked invasion in glioma cells. Deregulation of miR-181a may be a critical factor for malignancy occurrence in human gliomas [42]. The luciferase reporter gene assay indicated significant interaction of miR-181a with two predicted target genes, *MYBL1* and *IGF2BP3*. *MYBL1* acting as an oncogene, was associated with tumorigenesis [43], and its expression was elevated in human cancers [44], [45]. *IGF2BP3* is considered to be the first biomarker of prognostic significance in ovarian clear cell carcinoma [46]. Its expression has been observed in many malignant neoplasms, including cervical carcinomas [47] and pancreatic ductal adenocarcinoma tissues [48]. The gene expression of *MYBL1* and *IGF2BP3* was up-regulated in tumorous spleen in our previous microarray study [33]. Their up-regulation in tumorous spleen might result from down-regulation of miR-181a.

miR-26a is considered to be a potential tumor suppressor [49]. Suppression of miR-26a has been demonstrated in various human cancers, such as thyroid anaplastic carcinoma [50] and Burkitt’s lymphoma [34], [50]–[52]. A recent miRNA microarray study has shown that miR-26a was down-regulated in nasopharyngeal carcinoma (NPC) tissues compared with adjacent normal tissues [53]. Chen et al. showed that miR-26a inhibited cell growth and colony formation, induced a G1 arrest in NPC cells, and suppressed tumorigenesis in a murine model of NPC xenograft [53]. In addition, miR-26a was also down-regulated in seven independently-derived MDV-transformed lymphoblastoid T cell lines, and ALV and REV transformed lymphoid cell lines [21]. As the only known target gene of miR-26a, *EZH2*, acting as an oncogene, was shown to be involved in proliferation of different cell types, including tumor cell lines [54]; it showed oncogenic activity and tumor transformation requiring histone methylatransferase activity. *EZH2* has been detected in a variety of neoplastic cells of poorly differentiated invasive carcinomas [55]. Its catalytic activity was shown to be essential for oncogenic transformation [54]. *EIF3A*, another predicted target gene of miR-26a was up-regulated in tumorous spleen of our previous study [33]. Overexpression of *EIF3A* occurs in many solid tumors and cancer cell lines including human breast [56], cervical [57], esophageal [58], lung [59], gastric cancers [58] and Hela cells [59]. It is regarded as prognostic biomarker for poor clinical outcome [60]. Significant interaction of miR-26a and *EIF3A* was verified in the current study by using the luciferase reporter gene assay, which indicated that down-regulation of miR-26a could induce expression of *EIF3A* in MD lymphoma.

miR-221 and miR-222 are considered to be potentially oncogenic miRNAs. They are involved in tumorigenesis and affect the expression of cell cycle regulatory proteins in different human cancers [61], [62]. The regulation of miR-221 in different cancer types appears to be variable. Both miR-221 and miR-222 were over-expressed in tumors of the lung, breast, pancreas and in glioblastoma, and papillary thyroid carcinoma, [37], [63]–[66]. However, their expression in prostate cancer and chronic lymphocytic leukemia was down-regulated [1], [10], [67]. The same discrepancy has been reported in MDV-transformed samples. Up-regulation of miR-221 and miR-222 was observed in MSB1 [22], [23], [61]. However, the increased expression was unique to the MSB1 cell line, while in some other MDV transformed cell lines, such as MDCC-226S (T226S) and MDCC-265L (T265L), levels of miR-221 and miR-222 were unchanged or down-regulated [61]. The results may be due to dissimilarities among these cell lines, with MSB1 being infected by BC1, while T226S and T265 are derived from a lymphoma infected by RB1B, which is more lymphomagenic than BC1 [61]. In the current study, expression of miR-221 and miR-222 was down-regulated in MDV-infected samples, especially in MD lymphoma, which was consistent with a previous report that miR-221 was slightly down-regulated in MDV-induced splenic tumors [18].

Differential expression of miR-199* and miR-140* in MDV-infected samples was reported here for the first time. Both were down-regulated in tumorous spleens and MD lymphoma. To our knowledge, this is the first report of involvement of miR-140* in tumors. Its significant down-regulation in the current study strongly implicates involvement of miR-140* in oncogenic transformation. There are limited reports about the function of miR-199* in cancer. Murakami et al. reported that miR-199 and miR-199* were down-regulated in hepatocellular carcinoma compared with adjacent non-tumorous tissue [68]. The down-regulation of miR-199* in MDV-infected samples indicates its role in tumorigenesis.

Some predicted target genes for miR-221, 222, and 199*, such as *RUNX2*, *BCL11B*, and *RAB1A*, show oncogenic characteristics in tumors. *BCL11B*, as a predicted target for miR-221 and miR-199*, has been implicated in T-cell development, differentiation, and proliferation [69]. Its overexpression was detected primarily in T-cell malignancies, which was a characteristic feature of T-cell acute lymphoblastic leukemia (T-ALL) [70]. Our previous microarray results showed it was up-regulated in tumorous spleen [33]. However, the luciferase reporter gene assay showed only slight interaction between miR-221 and *BCL11B.* Although *BCL11B* is likely not the target gene of miR-221, its involvement in tumorigenesis is still suggested because of its up-regulation in MD tumors.

The differential expression of miR-146b and miR-146c between MDV-infected and non-infected samples was analyzed. In the current study, miR-146b showed an increasing trend, and miR-146c was significantly up-regulated in tumorous spleens and MD lymphomas compared to non-infected spleens. In humans, elevated expression of miR-146b was observed in malignant myoepithelioma of breast [71] as well as papillary thyroid carcinoma [63], [72]. Nikiforova et al. reported that miR-146b was overexpressed at least 2-fold in papillary thyroid cancer compared with benign hyperplastic nodules [73]. In our study, miR-146b only showed an increasing trend, whereas its isoform, miR-146c, which has been only reported in chicken and zebra finch to date, showed significantly elevated expression level in tumorous spleen and MD lymphoma. Although the specific function of miR-146c and its predicted target gene are unknown, the elevated expression of miR-146c in MDV-induced tumor indicates its important role in lymphomagenesis.

### Conclusion

Solexa deep sequencing is an effective high-throughput approach to investigate the miRNA repertoire. In this study, 187 known chicken and 16 MDV miRNAs were identified, and 17 novel miRNA candidates were confirmed by qPCR. Abundant isomiRs were detected; therefore, they can be utilized to refine the miRNA annotation in miRBase. Six miRNAs (gga-miR-181a, gga-miR-26a, gga-miR-221, gga-miR-222, gga-miR-199*, and gga-miR-140*) were down-regulated and one miRNA (miR-146c) was up-regulated in MDV-infected samples, and especially in MD lymphomas, compared to non-infected samples. Interactions of miRNAs and predicted target genes, including gga-miR-181a with *MYBL1* and *IGF2BP3*, and gga-miR-26a with *EIF3A,* were discovered by using the luciferase reporter gene assay. Collectively, differential expression of miRNAs and target genes in MD lymphoma strongly suggests that they are involved in MDV-induced lymphoma transformation and they facilitate neoplastic transformation.

## Materials and Methods

### Sample Collection

Chickens from a White Leghorn specific pathogen free line (BWEL) [74] were used. One hundred randomly selected chickens were infected intraperitoneally at one day of age with 2000 PFU of the MDV GA strain (passage 9) and the remaining 50 chickens were injected with the same dosage of diluent (0.2 mL) as controls. The two groups were kept in separate isolators in different rooms. The trial period lasted to 56 days postinfection (d.p.i.). During this phase, the chickens’ clinical signs were observed 2–3 times daily and severely morbid birds were euthanized. Whole spleens with small tumors were removed, and MDV-induced tumors in liver were dissected from adjacent non-tumor tissue and harvested. Whole spleens and lymphocytes from peripheral blood were harvested from age- and sex-matched non-infected birds, to serve as sources of control tissue. Animal experiments were approved by the Animal Care and Use Committee of China Agricultural University (Approval ID: XXCB-20090209) and the experiment was performed according to regulations and guidelines established by this committee. All tissues and lymphocytes were immediately stored in RNAfixer (BioTeke Co., Ltd, Beijing, China) at 4°C overnight and then transferred to −80°C until RNA isolation. Four samples (MDV-infected whole spleen, MD liver lymphoma, non-infected spleen, and non-infected lymphocytes) were used to perform high-throughput Solexa deep sequencing. The whole spleen with tumors and the MD lymphoma from liver were from the same MDV-infected chicken at 46 d.p.i.; the non-infected spleen was collected at 40 d.p.i., and the lymphocytes were from two chickens at 40 d.p.i. In addition, eight tumorous spleens (whole spleens including tumor and adjacent non-tumor tissue), eight MD liver lymphomas (dissected from adjacent non-tumor tissue), and eight non-infected whole spleens were harvested to detect differential expression of miRNAs (Table 4).

**Table 4:** Samples from three groups used in qPCR.

MDV-infected spleens		MD lymphomas from livers		Non-infected spleens	
Sex	Days post infection	Sex	Days post infection	Sex	Days post infection
Female	35	Female	31	Female	33
Female	36	Female	36	Female	38
Female	37	Female	37	Female	40
Female	38	Female	38	Female	42
Male	38	Male	40	Male	40
Male	46	Male	46	Male	40
Male	48	Male	48	Male	48
Male	55	Male	55	Male	55

### Total RNA Isolation, Small RNA Library Construction and Deep Sequencing

Total RNA of the individual four samples was extracted using the mirVana miRNA Isolation Kit (Ambion, Austin, USA) according to the manufacturer’s protocol. Briefly, 10 µg of RNA sample was size fractionated with a YM-100 column (Millipore). The larger RNA fraction (>100 KDa) was removed. The smaller RNA fraction (<100KDa) was further fractioned on a 15% tris-borate-EDTA (TBE) urea polyacrylamide gel and the 15–50 nt fraction was obtained. Subsequently, 5′ and 3′ RNA adapters were ligated to the small RNA by T4 RNA ligase (Promega), followed by reverse transcription and PCR product purification. Purified products were quantified on the TBS-380 mini-fluorometer (Turner Biosystems) using Picogreen® dsDNA quantitation reagent (Invitrogen), then diluted to 10 nM and transferred for sequencing on the Illumina/Solexa G1 sequencer (Illumina, San Diego, USA ). Deep sequencing data has been deposited in NCBI’s Gene expression Omnibus (GEO). The accession numbers are: Series, GSE31349; Samples, GSM777474-GSM777477.

### Data Processing

Data processing followed the procedures as described in a previous study [75]. Briefly, the raw reads were subjected to the Illumina pipeline filter (Solexa 0.3), and then the dataset was further processed with an in-house program, ACGT101-miR (LC Sciences, Houston, Texas, USA) [75]–[77] to remove adapter dimers, junk, low complexity, low copy (Copy # <3) reads, common RNA families (mRNA, rRNA, tRNA, snRNA, snoRNA) and repeats. Subsequently, unique sequences were mapped to chicken or MDV precursors in miRBase 16.0 by BLASTn search to identify known miRNAs and novel 3p- and 5p- derived miRNAs. Length variation at both 3′ and 5′ ends and one mismatch inside of the sequence were allowed in the alignment. The unique sequences mapping to chicken or MDV mature miRNAs in hairpin arms were identified as known miRNAs. The unique sequences mapping to the other arm of known chicken or MDV precursor hairpin opposite to the annotated mature miRNA-containing arm were considered to be novel 5p- or 3p-derived miRNA candidates. The remaining sequences were mapped to other vertebrate or herpesvirus precursors (with the exclusion of chicken and MDV) in miRBase 16.0 by BLASTn search, and the mapped pre-miRNAs were further BLASTed against the chicken and MDV genomes to determine their genomic locations. The unmapped sequences were BLASTed against the chicken and MDV genomes, and the hairpin RNA structures containing sequences were predicated from the flank 60 nt sequences using RNAfold software (http://rna.tbi.univie.ac.at/cgi-bin/RNAfold.cgi). The criteria for secondary structure prediction [73] were: (1) number of base pairs in a stem ≥16 bp; (2) number of allowed errors ≤18; (3) free energy (DG) ≤ −15 kCal mol-1; (4) percentage of miRNA appearing in the stem ≥80%; (5) length of hairpin≥53 nts; and (6) length of hairpin loop≤22 nts.

### Microarray Analysis

To confirm results of deep sequencing, we performed microarray analysis with customized probes, which were produced by a service provider (LC Sciences, Houston, USA). Briefly, total RNA of the four samples used for sequencing was extracted using a mirVana Isolation kit (Ambion, Austin, USA) and 5 µg total RNA was fractioned with a YM-100 Microcon centrifugal filter (Millipore, Billerica, MA, USA). Small RNAs (<300 nt) were 3′-extended with a poly (A) tail by poly (A) polymerase and then Cy5 was ligated to the poly-A tails. In total, there were 533 customized probes to detect novel miRNA candidate sequences; in addition, 28 sequences, including endogenous 5S rRNAs and artificially synthesized single base mismatch probes, were added as positive and negative controls, respectively. Each detection probe was run in triplicate. Hybridization was carried out on a *µ*Paraflo™ microfluidic chip with 100 µL 6xSSPE buffer (0.90 M NaCl, 60 mM Na_2_HPO_4_, 6 mM EDTA, pH 6.8) at 34°C overnight using a micro-circulation pump (Atactic Technologies, Houston, TX, USA). Hybridization images were collected by using a laser scanner (GenePix 4000B, Molecular Device, Sunnyvale, CA, USA) and digitized by Array-Pro image analysis software (Media Cybernetics, Bethesda, MD, USA). The signal values were derived by background subtraction and normalization. A transcript must have met at least three criteria to be considered detectable: signal intensity >3x (background standard deviation), spot CV <0.5 (CV was calculated by standard deviation/signal intensity), and at least 2 of 3 replicate probes were above detection level.

### Analysis of Differentially Expressed miRNAs Based on Counts in Deep Sequencing

miRNA differential expression based on deep-sequencing counts was analyzed using a web tool, IDEG6 [28], http://telethon.bio.unipd.it/bioinfo/IDEG6_form/. The Audic and Claverie, Fisher exact test, and Chi-squared 2×2 test were all conducted, and the significance threshold was set to be 0.001 in each test. Bonferroni correction was applied as a correction for multiple testing.

### qPCR for Novel miRNA Candidate Verification and miRNA Differential Expression

In total, confirmation of 17 novel miRNA candidates in tumorous spleen and differential expression of nine known chicken miRNAs in 24 samples was performed by using a stem-loop RT-PCR. The stem-loop RT primer, and regular forward and reverse primers were designed (Table S13). Total RNA was isolated by using the mirVana miRNA Isolation Kit (Ambion, Austin, USA). Reverse transcription was performed in 25 µL total volume, including RNA, 1 × RT buffer, 50 nM stem-loop RT primer, 0.25 mM each dNTPs, 3.33 U/ml MultiScribe reverse transcriptase and 0.25 U/ml RNase inhibitor. The optimum thermal cycling parameters were 16°C for 30 min, 42°C for 30 min, 85°C for 5 min. Real-time PCR reactions were performed in the ABI 7300 system (Applied Biosystems, Foster City, Calif., USA) in a final volume of 15µL with 1µL of RT production, 1.5 mM forward primer, 0.7 mM reverse primer, and 1×PCR mix (Power SYBR® Green PCR Master Mix, Applied Biosystems, US). The optimum thermal cycling parameters included 95°C for 10 min, 40 cycles of 95°C for 15 s, 60°C for 1 min, 95°C for 15 s, 60°C for 30 s, and 95°C for 15 s. Each individual sample and no-template control was run in triplicate, and the average critical threshold cycle (Ct) was calculated. The PCR products were cloned by using pMD-19T plasmid and DH5α and sequenced to ensure that the correct miRNA were amplified. For differential expression of nine known miRNA, 28 s was used as the internal reference gene [14]. The 2^−ΔΔCt^ method was used to calculate relative gene expression levels across the three groups. All analyses were performed using GLM model of SAS (SAS Institute, Cary, NC).

### Validation for Interaction of miRNAs and Predicted Target Genes using Luciferase Reporter Gene Assays

A pmiR-RB-REPORT™ vector [78] (Ribobio Co., Guangzhou, China) was used for 3′ UTR-luciferase reporter assays to detect interactions of gga-miR-181a with *MYBL1* and *IGF2BP3*, gga-miR-26a with *EIF3A*, gga-miR-221 with *BCL11B*. The TargetScan Human database 6.1 http://targetscan.org/was used to identify miRNA binding sites. The gga-miR-181a mimic, gga-miR-26a mimic, gga-miR-221 mimic and their corresponding negative controls (Ribobio Co.) were transfected with pmiR-RB-REPORT™-target gene UTR or pmiR-RB-REPORT™-target gene mutated UTR. Reporter assays were conducted in triplicate using 293T cells. Transfection was done according to the manufacturer’s instructions for Lipofectamine™ 2000 (Invitrogen, Carlsbad, CA) with 50 nM mimic and 100 ng/mL reporter plasmid.

## Supporting Information

Figure S1 **Results for novel miRNA candidate sequencing.** Novel miRNA candidates were verified by qPCR in tumorous spleens and amplicons were cloned and sequencing. A–Q shows sequences of PN-cfa-miR-107_R+2, PN-xtr-miR-23a_R+1, PN-xtr-miR-20b_R+1, PN-xtr-miR-214_R-4, PN-xtr-miR-26_R+3, PN-tgu-miR-425-5p_R+1, PN-tgu-miR-1388, PN-rno-miR-214_R+1, PN-xtr-miR-125b_L-1R+1, PN-hsa-miR-150_12TC, PN-mmu-miR-1937a_L-1_18CT, PC597-5p, PC556-3p, PC30-5p, PC495-3p, PC34-3p, and PC306-5p, respectively. Sequences in red frames are miRNA candidates. Sequences in blue frames are reverse complementary sequences of novel miRNA candidates.
(TIF) Click here for additional data file.

Table S1 **Known chicken and MDV miRNAs detected in four samples.**
(XLS) Click here for additional data file.

Table S2 **isomiRs for known chicken miRNAs in four samples.**
(XLS) Click here for additional data file.

Table S3 **Novel chicken and MDV miRNA candidates from subgroup1, 2, and 3 in four samples.**
(XLS) Click here for additional data file.

Table S4 **Counts for novel 3′ or 5′-derived miRNA candidates and their corresponding known miRNAs in four samples.**
(XLS) Click here for additional data file.

Table S5 **Novel miRNA candidate probes.**
(XLS) Click here for additional data file.

Table S6 **Microarray signals and deep sequencing counts for 276 probes.**
(XLS) Click here for additional data file.

Table S7 **Seventeen miRNAs verified by qPCR.**
(XLS) Click here for additional data file.

Table S8 **Differentially expressed miRNAs in MDV-infected tumorous spleen analyzed by IDEG6.**
(XLS) Click here for additional data file.

Table S9 **Differentially expressed miRNAs in MD lymphoma analyzed by IDEG6.**
(XLS) Click here for additional data file.

Table S10 **Differential expression analysis of miRNAs in MDV-infected compared with non-infected samples using IDEG6.**
(XLS) Click here for additional data file.

Table S11 **Predicted targets of nine known chicken miRNAs.**
(XLS) Click here for additional data file.

Table S12 **Candidate target genes of miRNAs.**
(XLS) Click here for additional data file.

Table S13 **Primers used in qPCR for seventeen miRNA candidates and nine known miRNAs.**
(XLS) Click here for additional data file.

How the deposited data were processed for this re-analysis (not part of the article)

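Small RNA of 4 samples was sequenced by the authors, 1 library each: MDV-infected tumorous spleen and MD lymphoma from liver (both from 1 chicken, 46 days post infection, 2000 PFU of the GA strain at 1 day of age), non-infected spleen, and non-infected lymphocytes of 2 chickens (both controls at 40 days). The authors deposited raw counts without normalization. According to the methods, Solexa reads that passed the Illumina pipeline filter were processed with ACGT101-miR. Adapter dimers, junk, sequences outside 16 to 26 nt, sequences with fewer than 3 copies, and matches to mRNA, Rfam and Repbase were removed. Unique sequences were aligned by the authors with BLASTn to miRNA precursors of miRBase and to the chicken and MDV genomes, with length variation at both ends and 1 mismatch allowed. The build of the chicken genome used for this alignment is not stated in the paper's text. The deposited table lists 1255 sequences of miRNAs and candidates, each with its own count in each library. The counts of one sequence do not include other isomiRs, and 490 sequences have 1 or 2 counts in some library.

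The counts of 243 sequences of known chicken miRNAs were added by miRNA name to 188 miRNAs, and those of 20 sequences of MDV miRNAs to 16. Library totals were the cleaned sequences of Table 1 (5053152 in tumorous spleen, 4662738 in MD lymphoma, 5557171 in non-infected spleen and 6894509 in lymphocytes), since the listed sequences hold only part of each library. Detection meant at least 3 counts. A share of a single library was given a 95% binomial interval, exact for MDV miRNAs and Wilson for arm shares, and a ratio against few counts an exact interval. A count of 0 was given a limit of 3 counts per library. These intervals and limits cover counting error only, because reads were amplified and carried no molecular identifiers.

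Comparisons were tumorous spleen against non-infected spleen, and MD lymphoma against non-infected spleen and against lymphocytes. With 1 library per condition, no model with a replicate term could be fitted to these comparisons. The tests were those that the paper names: Audic-Claverie, Fisher's exact and chi-squared 2×2 on the counts of 188 miRNAs, all under 0.001 divided by 3. The same tests were run on simulated data with known changes and on simulated data without any change, in which the 2 infected tissues deviated either independently or together. Named in the text were every miRNA that the paper's results or discussion name and some of the 17 candidates of Table S7. Also named were the 5 called miRNAs with the largest rise and the 5 with the largest fall in each comparison. These were taken among miRNAs with at least 100 counts in one of the 2 libraries. The 5 most abundant MDV miRNAs of each infected library were named too. Values of the paper's tables had been seen when this rule was written.

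The alternatives were other library totals (counts of known chicken miRNAs, all listed counts), TMM of edgeR, size factors of DESeq2, other thresholds, the Audic-Claverie tail probability, a 2-fold minimum change, at least 10 counts over both libraries, 2 reads in place of 0, edgeR's exact test with an assumed coefficient of variation between birds of 0.2 or 0.4, edgeR's quasi-likelihood test and DESeq2 with both infected libraries against both non-infected ones, the most frequent sequence alone, the paper's pooled isomiR counts for named miRNAs, other minimum counts, and thinning to the smallest library. Array signals of Table S6 were taken from the paper and compared with counts across probes by permutation with 100000 resamples.

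Lists of miRNAs for cell types, written from general knowledge with the paper's tables already seen, covered hepatocytes, red blood cells, myeloid cells and heterophils, biliary and other epithelium, endothelium and stroma, and muscle. Their median log2 ratio was compared with 10000 random lists of miRNAs of similar abundance. The measured members are all known chicken miRNAs, and candidates were not counted as members. Candidates were compared with known chicken miRNAs, MDV miRNAs and the Illumina small RNA 5′ adapter. Neighbouring miRNA genes were taken as those within 10 kb in the GRCg7b annotation, in which 79 of 93 miRNAs were matched by name. The build is not that of the study, so no coordinates are given.

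Analyses were run with Python 3.11.15, NumPy 2.4.6, pandas 2.3.3, SciPy 1.17.1 and matplotlib 3.10.9, and with R 4.3.3, edgeR 4.0.16 and DESeq2 1.42.0. The qPCR, target and luciferase data and the RNA classes of Table 1 were not analysed here, since the deposited counts hold none of them. The copy of Table S2 at hand was incomplete and was not used.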

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

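The tests in this part were chosen after the results had been seen, apart from the scalings and the cell type lists, which were set before the data were examined but with the paper's tables of the same libraries already seen. With 1 library per condition, the difference between the tissues was not tested between replicates.

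The 2 MDV-infected tissues of the same chicken moved in opposite directions for 7 known miRNAs. Each was called higher in tumorous spleen than in non-infected spleen and called lower in MD lymphoma than in both controls, which is what marked them. The log2 ratio over non-infected spleen was larger in tumorous spleen than in MD lymphoma by 4.61 for gga-miR-2188, 3.67 for gga-miR-451, 3.36 for gga-miR-1c, 2.75 for gga-miR-223, 1.67 for gga-miR-27b, 1.64 for gga-miR-22 and 0.65 for gga-miR-142-5p. The smallest of these rested on 2595 counts in tumorous spleen and 1526 in MD lymphoma, the largest on 1008 and 38. Per cleaned sequence, no miRNA was called lower in tumorous spleen and higher in MD lymphoma than in both controls. With non-infected spleen as the only control, 8 miRNAs were called higher in tumorous spleen and lower in MD lymphoma, and 2 the other way. Fisher's exact test between the 2 infected libraries gave p of at most 2.42e-29 for each, which compares those libraries.

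The library total was weighed first. For gga-miR-2188, gga-miR-223 and gga-miR-451 the opposite calls were kept under all 5 scalings, that is for 3 of the 7, which argues against the library total as their whole cause. The other 4 lost the opposite calls under at least 1 other scaling. Of these, gga-miR-1c, gga-miR-22 and gga-miR-27b stayed higher in tumorous spleen than in MD lymphoma under all 5 scalings, with a smallest log2 ratio of 0.83 (gga-miR-22) and p of at most 6.28e-09 by Fisher's exact test between the 2 libraries, so that the library total is argued against as the whole cause of their difference between the tissues. Against the controls, gga-miR-1c also kept every direction, with p of at most 6.59e-04 by Fisher's exact test over the 3 comparisons and 5 scalings. Its ratio over non-infected spleen in tumorous spleen missed the threshold with DESeq2 size factors alone. The sequence of gga-miR-1c differs at 1 base from that of gga-miR-1a, which had 11220 counts in tumorous spleen against 156. The log2 ratios of gga-miR-1c and gga-miR-1a were 3.36 and 3.07 between the tissues. In tumorous spleen over non-infected spleen they were 1.21 and −0.30. Read errors of gga-miR-1a were not tested as a source of these counts. For gga-miR-22, gga-miR-27b and gga-miR-142-5p the full pattern against the controls cannot be told apart from the choice of library total, but parts of it can. gga-miR-22 stayed lower in MD lymphoma than in non-infected spleen and lymphocytes under all 5 scalings (Fisher's exact test, p at most 1.13e-33 and 2.94e-54). In tumorous spleen over non-infected spleen it fell to −0.30 with DESeq2. gga-miR-27b stayed higher in tumorous spleen than in non-infected spleen (at least 0.48, Fisher's exact test, p at most 1.11e-04). It also stayed lower in MD lymphoma than in lymphocytes (p at most 1.67e-06 by the same test). In MD lymphoma over non-infected spleen it stayed below 0 but came within counting error, with −0.17 under TMM. gga-miR-142-5p kept its direction only in MD lymphoma over lymphocytes. For gga-miR-142-5p the ratio between the tissues fell to −0.15 with DESeq2 size factors, and for this miRNA the library total cannot be told apart from a difference between the tissues, because the sign depends on the total. With DESeq2 size factors 3 of the 7 were left, and 6 other miRNAs were called lower in tumorous spleen and higher in MD lymphoma.

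More red blood cell RNA in the tumorous spleen library than in the MD lymphoma library may account for part of the pattern. gga-miR-144, which is on the list of red blood cell miRNAs and is not among the 7, was 5.86 higher on the log2 scale in tumorous spleen than in MD lymphoma, with 1069 counts against 17. Most of its counts in tumorous spleen lay in an 18-nt form, and its most frequent sequence over all libraries alone gave 4.67. Among the known miRNAs, only 2 of the 3 on that list were measured, and the other, gga-miR-451, is among the 7. The candidate gga-mir-144-5p, named for the same precursor as gga-miR-144, had 121 counts in tumorous spleen and 7 in MD lymphoma. It had 17 in non-infected spleen and 112 in lymphocytes. The 2 measured list members did not move alike. Over non-infected spleen, gga-miR-144 had a log2 ratio of 5.61 in tumorous spleen and −0.24 in MD lymphoma, not called. gga-miR-451 had 0.86 and −2.81. Their median was 3.24 in tumorous spleen over non-infected spleen, at percentile 97.7 of random lists, and −1.53 in MD lymphoma over non-infected spleen, at percentile 19.4. A spleen also holds red blood cells that a dissected tumor lacks, so residual blood and the cell content of the tissue cannot be told apart with these libraries. The myeloid list, which holds gga-miR-223, had a median of 2.40 in tumorous spleen over non-infected spleen (3 of 4 measured, percentile 92.9). In MD lymphoma over non-infected spleen the median was 0.97 (percentile 82.7), so the members did not all follow gga-miR-223. In lymphocytes over non-infected spleen the median was 5.19 (percentile 99.7), with all 3 measured members higher. The fall of gga-miR-223 in MD lymphoma over lymphocytes therefore cannot be told apart from the cell content of the lymphocyte library. The tissue, with tumor and non-tumor cells in the spleen and dissected tumor from the liver, stays open as a biological explanation and was not tested.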

How the results depend on the processing

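The alternatives below were set before the data were examined, except the pairing by 3′ ends, the restriction to sequences of at least 20 nt and the arm call by plain counts, which were chosen after seeing the data. No paired analysis was possible because every condition has 1 library and the groups compared share fewer than 2 replicate numbers. The paper's pooled isomiR counts were not run for the number of calls, since its tables give them for called miRNAs only; they were used for named miRNAs.

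Among the results that answer a comparison, 88 values under alternatives stayed within the limits set for them, 25 moved and 2 changed sign. The number of miRNAs called in tumorous spleen stayed between 62 and 89 under all alternatives on counting error and with an assumed coefficient of variation of 0.2 between birds (65), and the number called in MD lymphoma between 42 and 60. The number called in both ranged from 32 to 45 under the other totals, thresholds and tests. It fell to 22 where a 2-fold change was also required, which by construction removes smaller changes. With an assumed coefficient of variation of 0.4, 12 miRNAs were called in tumorous spleen, 13 in MD lymphoma and 2 in both, and with 0.2 there were 20 in both. These fall because the assumed spread is added to counting error. With both infected libraries against both non-infected ones, edgeR's quasi-likelihood test and DESeq2 each called 0, with 10 and 18 at an unadjusted p under 0.05. Leaving out sequences of 19 nt or less gave 87, 58 and 41 calls.

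For the arms, the number of precursors with a dominant 5p arm in some libraries and no decision in others was 1 with at least 10 counts over both arms, 7 with the most frequent sequence and 0 by plain counts. The number without any decision was 0, 1 and 1 in the same order, and the number with a change of the dominant arm was 4 by plain counts. The cause of these changes was not tested.

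A minimum of 10 counts left 25 candidates of subgroup1 in tumorous spleen, 19 in MD lymphoma and 25 in non-infected spleen, and 54 of subgroup2 in MD lymphoma and 100 in any library. In subgroup3 it left 129 in tumorous spleen, 49 in MD lymphoma, 10 in non-infected spleen, 48 in lymphocytes and 162 in any library. A higher minimum can only lower these numbers. Thinning to the smallest library left 133.2 candidates of subgroup3 in lymphocytes, the deepest library. Depth limits this subgroup, whose median candidate has 4 counts in its highest library.

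The correlation of array signal with counts changed sign with at least 10 counts per probe, to −0.14 in tumorous spleen and −0.031 in MD lymphoma. The cause was not tested.

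Of the values of single miRNAs, 277 kept their direction and call under an alternative, 5 passed the threshold only under the alternative and 16 changed sign. All 16 belong to gga-miR-222, gga-miR-199*, gga-miR-26a and gga-miR-221. In tumorous spleen over non-infected spleen, the log2 ratio of gga-miR-26a was 0.31 with the total of known chicken miRNA counts, 0.15 with all listed counts and 0.0026 with TMM. That of gga-miR-221 was −0.50 with DESeq2 size factors and −0.068 with the paper's pooled isomiRs, and that of gga-miR-222 was −0.31 with DESeq2. In MD lymphoma over non-infected spleen, gga-miR-221 stood at −0.10 with the pooled isomiRs. In MD lymphoma over lymphocytes, gga-miR-221 was 0.63 with known chicken miRNA counts, 0.27 with all listed counts, 0.84 with TMM and 1.07 with DESeq2, and gga-miR-199* was 1.29, 0.93, 1.50 and 1.74, and 0.076 with the most frequent sequence alone. Under the other totals each ratio moves, by construction, by the shift between the totals. The cause of those under the isomiR settings was not tested.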

Differences from the paper's values

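Of 68 values set beside the paper's, 2 differed by more than 1.5 times.

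The paper reports 4 precursors with a reversal of the ratio between the arms. With an arm called dominant only where its interval excluded 50%, 1 precursor, gga-mir-301b, had different dominant arms in different libraries. The alternatives set before the data were examined, at least 10 counts over both arms and the most frequent sequence of each arm, also gave 1 and differ from the paper's value. Taking the arm with the larger plain count, a setting chosen after seeing the values, gave 4, the same precursors as the paper's, and dropped none of them. The counts differ as well as the rule, since Table 3 pools all isomiRs. In tumorous spleen the listed counts were 268 (5p) and 273 (3p) for gga-mir-126, and 32 and 24 for gga-mir-455. Table 3 has the 3p arm higher for both there, and clearly so for gga-mir-126. The interval rule is therefore not shown to be the whole cause of the difference.

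The fold of gga-miR-181a in MD lymphoma over lymphocytes was 0.126 from the paper's pooled counts and 0.215 from the listed counts. None of the alternatives set beforehand came within 1.5 times of the paper's value. The fold was 0.0743 with the most frequent sequence, 0.417 with all listed counts as library total, 0.535 with known chicken miRNA counts, 0.620 with TMM and 0.728 with DESeq2 size factors. The direction was the same in all of these.

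Some calls differ from the paper's. Of the 94 miRNAs of Table S8, 10 were not called here and 2 were called in the opposite direction. gga-miR-30a-5p is higher in tumorous spleen in the paper's table, which gives it 0 counts in non-infected spleen; the deposited counts give 5104 there and 2760 in tumorous spleen, and it was called lower. The table's count of 0 is also below the count that Table 3 gives for the same arm. gga-miR-15a is lower in the paper's table, with normalized counts printed as 0.1 and 0.2. From the table's own counts, 505 and 129, the normalized counts come to 0.999 in tumorous spleen and 0.232 in non-infected spleen, and here it was called higher, with 403 counts against 104. Counts in Tables S8 to S10 were below the sum of the listed sequences of the same miRNA and library in 7 places.

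Of the 63 miRNAs of Table S9, 11 were not called here, and of the 39 of Table S10 the 4 not called were gga-miR-221, gga-miR-199*, gga-miR-1684 and gga-miR-203. The paper has gga-miR-221 down-regulated in both infected samples, and also by qPCR in sets of spleens and lymphomas not analysed here. Per cleaned sequence of the sequenced libraries, gga-miR-221 was not called in tumorous spleen (log2 ratio 0.02). It was higher in MD lymphoma than in non-infected spleen (0.20). With the paper's pooled isomiRs the ratios were −0.07 and −0.10. The paper has gga-miR-199* down-regulated in MD lymphoma against both controls. Against lymphocytes the log2 ratio was −0.02, and −0.21 and called with the pooled isomiRs. The paper's qPCR, with non-infected spleens as controls, also has gga-miR-199* lower. The discussion has gga-miR-26a down-regulated in tumorous spleen and MD lymphoma compared with non-infected spleen. The paper measured it by qPCR in other sets of spleens and lymphomas, not analysed here, and its sequencing result names MD lymphoma only, where it was called lower here too. The single sequenced tumorous spleen, an unlike sample and method, gave a log2 ratio of −0.07 without a call; with DESeq2 size factors it was −0.59 and called.

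The paper counts 8 candidates of subgroup1 above their annotated miRNA in at least 1 library, and 10 were counted here, of which 6 have an annotated miRNA without a listed sequence, so that any count exceeds it, and 4 could be compared. The paper describes the size distributions as not significantly different between libraries, while 21.3% of the counts would have to change length for those of MD lymphoma and non-infected spleen to coincide.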

Other observations

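All tests in this part were chosen after the results had been seen, except those on the cell type lists and the library totals, for which the lists and totals had been set earlier, with the paper's tables of the same libraries already seen. No explanation below was tested between replicates, since there were none.

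Most miRNAs called in both MDV-infected libraries were lower than in the controls, and the library total may have contributed. Known chicken miRNAs are a smaller share of the cleaned sequences in the infected libraries. Under the 4 other scalings, at most 52.8% of the calls in both were lower, against 70.7% per cleaned sequence. TMM and DESeq2 size factors centre the ratios, and the other totals shift all miRNAs of a comparison alike, so that a more even split does not show which total is right. The library total cannot be told apart from a loss of miRNAs relative to other small RNA in the tumors, because such a loss would lower the counts per cleaned sequence in the same way.

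MDV miRNAs and gga-miR-21 together are a candidate explanation for the larger share of 23-nt sequences in MD lymphoma. MDV miRNAs alone argue against being the whole cause, since without them the share in MD lymphoma was still 21.3%, against 9.51% in non-infected spleen. Without MDV miRNAs and gga-miR-21 it fell to 11.4%, with 8.56% in tumorous spleen, 7.83% in non-infected spleen and 8.20% in lymphocytes. The 23-nt isomiR of gga-miR-21 alone held 112690 counts in MD lymphoma.

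The 3′ ends of miRNAs differed between libraries. Among 26 pairs of listed sequences of the same miRNA or candidate that differ only at the 3′ end, the median share of the longer form was 61.6% in MD lymphoma, 51.7% in non-infected spleen, 44.9% in lymphocytes and 43.6% in tumorous spleen. An effect of MDV infection shared by both infected tissues is argued against: 8 pairs separated the infected from the non-infected libraries. A random order of the libraries would give 8.67. An effect in MD lymphoma alone stays open, since the longer form had its largest share there in 19 of the 26 pairs. By contrast, 14 pairs separated tumorous spleen and lymphocytes from MD lymphoma and non-infected spleen. A difference between library batches could give such a split, but the paper names no batches, so that it cannot be told apart from a difference between the 4 tissues.

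Shortened RNA fragments in the tumorous spleen library may account for many of the subgroup3 candidates, 342 of which reached 3 counts in that library alone. Of the known chicken miRNA counts in tumorous spleen, 0.228% lay in sequences of 19 nt or less, compared with 0.0241% in MD lymphoma, 0.0106% in non-infected spleen and 0.0249% in lymphocytes. The shortened forms included 821 counts of an 18-nt gga-miR-144, with at most 54 in any other library, and 909 counts of a 16-nt gga-miR-148a, with at most 268. Depth is argued against, since 470.7 candidates were expected in tumorous spleen after thinning. Degraded RNA of the tissue and a step of library preparation were not told apart by any test.

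Some candidates are consistent with remnants of the 5' sequencing adapter. Within 2 edits of a stretch of the Illumina small RNA 5′ adapter lay 9 sequences, 7 of them in Table S3. The nearest other listed sequence and the nearest shuffled sequence were 5 edits away. PN-hsa-miR-3168_14AC (GAGTTCTACAGTCCGAC) equals a stretch of the adapter and had 11001 counts in tumorous spleen, 1347 in MD lymphoma, 154 in non-infected spleen and 1482 in lymphocytes. The 9 sequences held 15.8% of the candidate counts of tumorous spleen, 3.05% of those of MD lymphoma, 0.513% in non-infected spleen and 0.856% in lymphocytes. The adapter sequence was taken from general knowledge, and the paper does not give it. No biological explanation was tested.

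Reads of MDV miRNAs may account for some candidates of subgroup3 that Table S3 lists as chicken sequences. PC463-5p (TATTGTTCTGTGGTTGGTT) had 1115 counts in tumorous spleen, 837 in MD lymphoma, 1 in non-infected spleen and 4 in lymphocytes, and is contained without a mismatch in the sequence of mdv1-miR-M8-5p. In all, 7 candidates lay within 1 mismatch of a known MDV miRNA, 4 of them without a mismatch, and none of 899 shuffled candidates did. They matched mdv1-miR-M4, mdv1-miR-M4* or mdv1-miR-M8-5p, and together had 1180 counts in tumorous spleen and 854 in MD lymphoma, against 1 in non-infected spleen and 5 in lymphocytes. They are not in the counts of MDV miRNAs given for the 2 libraries. A chicken locus of the same sequence, expressed in infected tissue alone, stays open and could not be tested without the genome.

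Of the 206 listed sequences of subgroup2, 95 (46.1%) lay within 1 mismatch and small end shifts of a known chicken miRNA in the same counts, 53 of them without a mismatch, and none of 899 shuffled sequences did. They held 36.1% of the counts of the subgroup. IsomiRs or sequencing errors of the known miRNA at a constant rate may account for many of them. This is argued against for PN-xtr-miR-23a_R+1, which had at least 2203% of the counts of gga-miR-23b in each library, and it was the only one of the 95 with more counts than its known miRNA in all 4. For the 23 with at least 10 counts in every library, the ratio of candidate to known miRNA varied between libraries by a median factor of 2.19, and a constant ratio was rejected for 20, beyond counting error. Rates of errors and of 3′ additions can differ between libraries, so for the others isomiRs cannot be told apart from separate miRNA genes of the same family.

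The paper expects residual liver cells to contribute little to the MD lymphoma. gga-miR-122, on the hepatocyte list, had 3095 counts in MD lymphoma, 892 in tumorous spleen, 457 in non-infected spleen and 304 in lymphocytes, and hepatocyte RNA left in the dissected lymphoma may have contributed. Of the 5 miRNAs on that list 2 were measured, and the other, gga-miR-148a, was not called over non-infected spleen (630 counts against 839, log2 ratio −0.16). Its direction there depended on the library total, with 0.30 per known chicken miRNA count, −0.075 with all listed counts, 0.34 with TMM and 0.12 with DESeq2 size factors. Over lymphocytes gga-miR-148a was called lower per cleaned sequence (log2 ratio −1.04). Under the other totals it was 0.27, −0.086, 0.49 and 0.72, in the same order. The median log2 ratio of the 2 members was 1.43 over non-infected spleen (percentile 81.0 of random lists) and 1.43 over lymphocytes (percentile 95.3). With 2 measured members, of which gga-miR-148a is found in all libraries, hepatocytes cannot be told apart from a rise in other cells. gga-miR-122 was also higher in tumorous spleen than in non-infected spleen.

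The epithelium list was higher in MD lymphoma than in both controls, with medians of 4.03 over non-infected spleen (percentile 99.5) and 3.34 over lymphocytes (percentile 99.6) from 5 of 6 members, of which the paper names gga-miR-375 and gga-miR-429. RNA of bile duct or other epithelium left in the lymphoma may have contributed. gga-miR-200a had 70 counts in MD lymphoma and at most 5 elsewhere, and gga-miR-200b had 41 and at most 6. The 2 other measured members, gga-miR-203 and gga-miR-429, pooled to 41 counts in MD lymphoma and 11 in lymphocytes, 5.51-fold higher per cleaned sequence. In tumorous spleen they had 28 counts, so that MD lymphoma was only 1.59-fold higher, and gga-miR-429 had 9 counts there against 6 in MD lymphoma. With so few counts and members that do not move alike, epithelium left in the lymphoma cannot be told apart from expression by the tumor cells, which was not tested.

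gga-miR-1a, which is on the muscle list, had 95356 counts in lymphocytes and 15204 in non-infected spleen. Muscle RNA in the lymphocyte library is a possible explanation. gga-miR-133a had 0.0954% of the counts of gga-miR-1a in lymphocytes, 0.116% in tumorous spleen, 0.0987% in non-infected spleen and 1.06% in MD lymphoma (13 counts against 1232), so the ratio did not single out the lymphocytes, while gga-miR-206 had 73 counts in lymphocytes and at most 1 elsewhere, and gga-miR-499 had 253 against 510 in non-infected spleen. In lymphocytes over non-infected spleen, the muscle list had a median log2 ratio of 2.34 (5 of 5 measured, 4 higher and 1 lower, percentile 87.3), with 4.56 for gga-miR-1c and −1.32 for gga-miR-499. With a median among those of random lists and a share of gga-miR-133a as low as in the spleens, muscle cannot be told apart from expression in blood cells. Over lymphocytes, the list had a median of −4.25 in MD lymphoma (percentile 0.32), and −2.15 over non-infected spleen (percentile 2.97).

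The list of endothelium and stroma, of which 8 of 9 miRNAs were measured and which holds gga-miR-199 and gga-miR-199*, had medians below 0 against non-infected spleen, −0.82 in tumorous spleen (percentile 0.85), where 5 members were lower and 3 higher, and −2.60 in MD lymphoma (percentile 0.08), where all 8 were lower. Over lymphocytes the median in MD lymphoma was −0.42 (percentile 93.2), and it was above 0 under the 4 other scalings. No explanation of this was tested.

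gga-miR-221 and gga-miR-222, which lie next to each other in the GRCg7b annotation, differed by 1.12 in their log2 ratio in MD lymphoma over non-infected spleen. Neighbouring miRNAs may in general change independently in these libraries. Across 24 pairs of neighbours, the median difference was 1.81, against 2.00 for other pairs, and 14 of the 24 pairs differed more than gga-miR-221 and gga-miR-222. In tumorous spleen over non-infected spleen it was 1.47 against 1.58, gga-miR-221 and gga-miR-222 differed by 0.19 and 20 pairs differed more. In MD lymphoma over lymphocytes, neighbours were closer, at 1.01 against 1.87, while gga-miR-221 and gga-miR-222 differed by 1.64 and 8 pairs differed more. With positions kept and log2 ratios permuted among the miRNAs 10000 times, the one-sided p for closer neighbours was 0.330, 0.380 and 0.0234 in that order, and the lowest came to 0.0702 after correction for 3 comparisons. Independent change cannot be told apart from shared regulation of neighbours, since the comparisons differ and the pairs are few. No biological explanation was tested.

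In Tables S8 to S10, 18 of 533 printed normalized counts differ from the count divided by the library total. All 18 equal the value with a carry lost where the first decimal rounds up to 10, which suggests a rounding step in the printed tables. No biological explanation applies.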
